# MITOL deficiency triggers hematopoietic stem cell apoptosis via ER stress response

**DOI:** 10.1038/s44318-024-00029-0

**Published:** 2024-01-18

**Authors:** Wenjuan Ma, Shah Adil Ishtiyaq Ahmad, Michihiro Hashimoto, Ahad Khalilnezhad, Miho Kataoka, Yuichiro Arima, Yosuke Tanaka, Shigeru Yanagi, Terumasa Umemoto, Toshio Suda

**Keywords:** MITOL, Apoptosis, Cell Cycle, ER Stress Response, IRE1, Autophagy & Cell Death, Haematology, Stem Cells & Regenerative Medicine

## Abstract

Hematopoietic stem cell (HSC) divisional fate and function are determined by cellular metabolism, yet the contribution of specific cellular organelles and metabolic pathways to blood maintenance and stress-induced responses in the bone marrow remains poorly understood. The outer mitochondrial membrane-localized E3 ubiquitin ligase MITOL/MARCHF5 (encoded by the *Mitol* gene) is known to regulate mitochondrial and endoplasmic reticulum (ER) interaction and to promote cell survival. Here, we investigated the functional involvement of MITOL in HSC maintenance by generating MX1-cre inducible *Mitol* knockout mice. MITOL deletion in the bone marrow resulted in HSC exhaustion and impairment of bone marrow reconstitution capability in vivo. Interestingly, MITOL loss did not induce major mitochondrial dysfunction in hematopoietic stem and progenitor cells. In contrast, MITOL deletion induced prolonged ER stress in HSCs, which triggered cellular apoptosis regulated by IRE1α. In line, dampening of ER stress signaling by IRE1α inihibitor KIRA6 partially rescued apoptosis of long-term-reconstituting HSC. In summary, our observations indicate that MITOL is a principal regulator of hematopoietic homeostasis and protects blood stem cells from cell death through its function in ER stress signaling.

## Synopsis

Metabolic control of hematopoietic stem cell (HSC) function in blood maintenance remains poorly understood. Here, genetic work reports mitochondrial ubiquitin ligase MITOL (also known as MARCHF5) as a factor required for HSC survival and hematopoietic homeostasis in mice via suppression of ER stress signaling.

- MITOL deletion in the bone marrow causes HSC exhaustion and failure of blood reconstitution post engraftment.
- MITOL deletion induces unresolved ER stress in HSCs but only minor mitochondrial dysfunction.
- MITOL deletion induces ER stress-mediated apoptosis in HSCs via IRE1α-XBP1 signaling.
- IRE1α inhibition partially rescues Mitol deletion-induced apoptosis of HSCs.

## Abstract (web summary)

Mitochondrial E3 ubiquitin ligase MITOL is a critical regulator of blood stem cell survival and bone marrow reconstitution capability.

## Introduction

Adult hematopoietic stem cells (HSCs) maintain quiescence within the bone marrow (BM) niche by having a low mitochondrial metabolism and low protein synthesis (Nakada et al, 2010; Signer et al, 2014; Nakamura-Ishizu et al, 2020). Once HSCs’ steady state is switched to a cycling state by extrinsic or intrinsic stimuli, HSCs are programmed either to maintain self-renewal, give rise to variable circulating blood cells or go to apoptosis (Wilson and Trumpp, 2006). Correspondingly, cellular metabolic state alters appreciably through multiple crosstalk among organelles to guarantee energy homeostasis.

At first glance, as a major energy-producing organelle, mitochondria play a significant role in regulating the cellular metabolism of HSCs as well as governing their differential fate. Mitochondrial activity is directly linked to the determination of HSC cell fate and functioning as its increase in the form of oxidative phosphorylation leads to cell cycle activation, reactive oxygen species (ROS) production and eventual loss of long-term engraftment potential (Ito et al, 2019). Alternatively, mitochondria morphology also tightly controls HSCs fate to survival or cell death through fission and fusion processes via DRP1 and Mitofusin1/2 (MFN1/2) correspondingly (Luchsinger et al, 2016; Cho et al, 2019), which are located on the mitochondrial outer membrane (MOM). Mitochondrial outer membrane permeabilization (MOMP) highly triggers cellular intrinsic apoptosis regulated by BCL-2 family, such as BAK and BAX (Karbowski et al, 2002), which subsequently initiates downstream apoptotic signaling (McArthur et al, 2018).

In addition, mitochondria interact with different cellular organelles to determine cell survival and death. Endoplasmic reticulum (ER) is strictly coordinated with mitochondria (Copeland and Dalton, 1959) to fine-tune protein production, control intracellular calcium levels and regulate lipid metabolism via mitochondria-associated ER membranes (MAMs) (Marchi et al, 2014). The outer mitochondrial membrane-localized E3 ubiquitin ligase MITOL/MARCHF5 (encoded by the *Mitol* gene) is a MAMs protein (Yonashiro et al, 2006), which can interfere with both mitochondrial fission and fusion processes through targeting DRP1 and MFN2 respectively, for ubiquitin-mediated degradation (Karbowski et al, 2007; Sugiura et al, 2013). Once protein misfolding and/or degradation disorder happens, chronic or unresolved ER stress initiates ER-specific unfolded protein response (UPR) through three typical branches: (1) protein kinase RNA (PKR)-like ER kinase (PERK), which response to ER stress through phosphorylation of eukaryotic translation initiation factor-2 (eIF2) subsequently favoring ATF4 to initiate transcriptional activity and trigger apoptosis, autophagy and redox balance (Harding et al, 2000); (2) ATF6, relevant to mitochondria metabolism (Thuerauf et al, 2007); and (3) Spliced X-box-binding protein 1 (XBP-1s), responding to oligomerization of IRE1α and initiate protein folding and lipogenesis (Hollien and Weissman, 2006). Of note, coordination of IRE1α signaling with pro-apoptotic factors plays an important role in regulating ER stress-induced apoptosis in HSCs (Van Galen et al, 2014; Liu et al, 2019).

Reducing ER stress level by gene modification or the addition of chemical chaperones has been shown to improve HSC function (Miharada et al, 2014). Moreover, MITOL has been reported to regulate the cellular ER stress response by IRE1 ubiquitination, as the loss of ubiquitination leads to apoptosis (Takeda et al, 2019). Nevertheless, the effect of Mitol deletion on HSC function remains unknown. The unique position of MITOL at the crossroad between mitochondria and ER function makes it an interesting candidate to deeply explore the influence of organelles on HSC functioning in the context of Mitol deletion.

Here, we found that Mitol deletion in the BM leads to HSCs exhaustion and impairment of BM reconstitution capability and failed to maintain hematopoietic homeostasis. Interestingly, we could not detect major mitochondrial dysfunction or dysregulation in Mitol-deleted hematopoietic stem cells and progenitor cells (HSPCs), while Mitol deletion enhanced mitochondrial respiration. Furthermore, Mitol deletion induced ER stress and increased cellular apoptosis in HSCs, which was essentially mediated through IRE1α signaling. Inhibition of ER stress by the IRE1α inhibitor can partially rescue the apoptotic phenotype in HSCs. Our observations indicate that MITOL protects HSCs from apoptosis and maintains hematopoietic homeostasis through ER function, which provide references for MITOL function in healthy HSCs biology.

## Results

### Mitol deletion causes HSCs exhaustion

To study the role of MITOL in HSCs regulation or hematopoiesis, Mitol^Flox/Flox^ mice were crossed with MX1-cre +/− mice to obtain Mitol^Flox/Flox^; MX1-cre +/− mice, which induces the deletion of Mitol in the hematopoietic lineage following an injection with Polyinosinic-polycytidylic acid (Poly:IC). Firstly, we analyzed the BM cells of Mitol^Flox/Flox^; MX1-cre+ (thereafter, Mitol^Δ/Δ^) mice at 4 weeks after Poly:IC induction. We observed that the number of BM nucleated cells was significantly reduced in Mitol^Δ/Δ^ mice compared to that in Mitol^Flox/Flox^; MX1-cre- control mice (Fig. 1A). Moreover, the number of white blood cells (WBC) and platelets (PLT) within peripheral blood (PB) was greatly reduced in Mitol^Δ/Δ^ mice, while red blood cells (RBC) were not so different (Fig. 1B). Furthermore, Mitol deletion significantly decreased the frequency of long-term HSCs (LT-HSCs, Lin^−^CD117^+^EPCR^+^CD48^−^CD150^+^), short-term HSCs (ST-HSCs, Lin^−^CD117^+^EPCR^+^CD48^−^CD150^−^) and LEK (Lin^-^CD117^+^EPCR^+^) fractions within BM (Fig. 1C,D). Surprisingly, at earlier stage after the deletion of Mitol allele (1 week after Poly:IC injection), the frequency of LT-HSC and ST-HSC population was already reduced in Mitol^Δ/Δ^ mice (Fig. 1E,F), while the frequency of multipotent progenitors (MPPs; Lin^-^CD117^+^EPCR^+^CD48^+^) and LEK cells was significantly enhanced (Fig. 1F). However, PB showed the slight reduction of RBC counts in Mitol^Δ/Δ^ mice, while WBC and platelets counts were still comparable between control and Mitol^Δ/Δ^ mice (Fig. EV1A). Overall, these data indicate that Mitol deletion induces BM failure accompanied by rapid exhaustion of HSCs.

**Figure 1:**
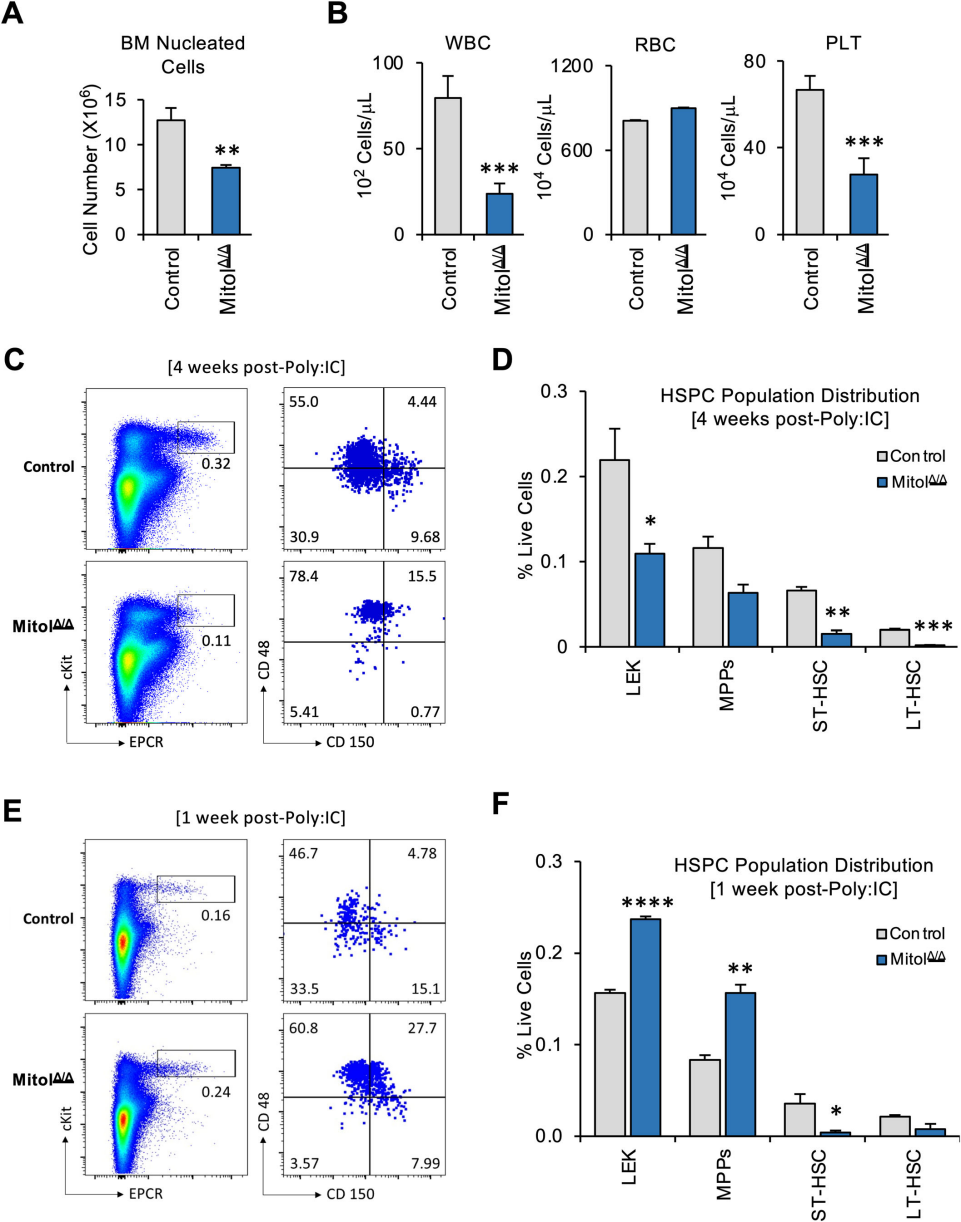
Mitol deletion in the bone marrow leads to hematopoietic stem cell exhaustion. (**A**) Total nucleated BM cell count and (**B**) peripheral blood populations after 4 weeks of Poly:IC induced Mitol deletion (*n* = 3). (**C**, **D**) HSPC population distribution after 4 weeks of Poly:IC induction, shown in FACS plots (**C**) and graph (**D**) (*n* = 4). (**E**, **F**) HSPC population distribution after 1 week of Poly:IC induction, shown in FACS plots (**E**) and graph (**F**) (*n* = 3). Data Information: Data represent mean ± SEM with two-tailed unpaired Student’s *t* test. ns, *P* > 0.05; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. Source data are available online for this figure.

**Figure EV1:**
Features of Mitol^Δ/Δ^ HSCs. (**A**) Peripheral blood populations after 1 weeks of Poly:IC induced Mitol deletion (*n* = 3). (**B**) PCA analysis of RNA-seq generated from murine control and Mitol^Δ/Δ^ HSCs after 1 week post Poly:IC induction. (**C**) Heatmap of top 100 DEGs from RNA-seq analysis. (**D**, **E**) Cell cycle analysis of HSPCs 1 week post Poly:IC induction shown by FACS (**D**) and cell percentage at different cell cycle stages shown in (**E**) (*n* = 3). Data Information: Data represent mean ± SEM with two-tailed unpaired Student’s *t* test. ns, *P* > 0.05; *P < 0.05; **P < 0.01.

### Mitol deletion compromises BM reconstitution engraftment and the maintenance of hematopoietic homeostasis

To assess the impact of Mitol deletion on HSC functions, we performed a competitive transplantation assay by using control or Mitol^Δ/Δ^ BM cells at 1 week after Poly:IC injection (Fig. 2A). Mitol^Δ/Δ^ BM cells showed significantly lower chimerism (less than 5%) within PB as well as LSK (Lin^-^CD117^+^Sca1^+^) or LT-HSC fraction of BM after the transplantation, compared to control BM cells (Fig. 2B,C), indicating the failure of BM engraftment by Mitol deletion. The similar negative effect of Mitol deletion on the chimerism within PB was observed when Mitol deletion was induced in BM-chimera mice generated by using Mitol^Flox/Flox^ BM cells (Fig. 2D,E). After 1 month post Mitol deletion, lineage distribution in PB sightly skewed towards T-cell lineage (Fig. 2F). Moreover, Mitol deletion did not affect the chimerism of LSK and LT-HSC fraction within BM at 1 month after Mitol deletion but was severely reduced at 3 months post transplantation (Fig. 2G). Taken together, these data suggest that Mitol deletion impairs the reconstitution of hematopoiesis after transplantation as well as maintenance of normal hematopoiesis through the exhaustion of HSPCs even under homeostatic conditions.

**Figure 2:**
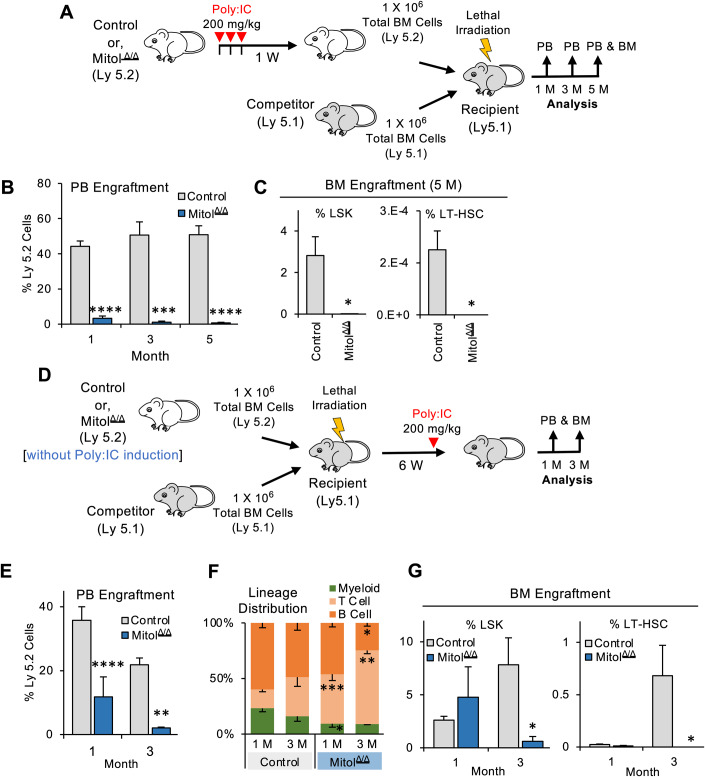
Mitol deletion compromises BM engraftment and reconstitution potential. (**A**) Experiment strategy for BM transplantation for the data shown in (**B**, **C**). (**B**) PB engraftment followed through months 1, 3, and 5 after BM transplantation (*n* = 10). (**C**) BM engraftment after 5 months of BM transplantation (*n* = 3). (**D**) Experiment strategy for chimerism maintenance analysis for the data shown in (**E**–**G**). (**E**) PB engraftment followed through months 1 and 3 following Poly:IC injection of chimeric mice. (**F**) Lineage distribution in the reconstituted PB following Poly:IC injection of chimeric mice (*n* = 10). (**G**) BM engraftment after 1 and 3 months of Poly:IC induction (*n* = 5). Data Information: Data represent mean ± SEM with two-tailed unpaired Student’s *t* test. ns, *P* > 0.05; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. Source data are available online for this figure.

### Mitol deletion induces ER stress in HSCs

To clarify the mechanism of how Mitol deletion led to the failure of HSC maintenance, we compared gene expression pattern between control and Mitol^Δ/Δ^ HSCs by using bulk RNA-seq post 1-week Poly:IC injection. 

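The RNA-seq data hold 4 libraries from MitolΔ/Δ HSCs and 4 from control HSCs, each made from 100 sorted cells at 1 week after Poly:IC. The authors sequenced single-end reads of 75 bp, aligned them to mm39 and deposited the number of reads counted on each gene without normalization. The targeted gene Marchf5, which encodes MITOL, lies on chromosome 19 of GRCm39 from 37184461 to 37201855. Its normalized counts were 276, 232, 308, 281 in MitolΔ/Δ replicates 1 to 4 and 299, 312, 333, 262 in control replicates 1 to 4. This is a log2 fold change of -0.15 (standard error 0.13, adjusted p = 0.498, 1 of 4 libraries) by the quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment, so the gene's total count did not mark the deleted libraries. Over the other normalizations, filters and tools, the log2 fold change stayed between -0.21 and -0.13. Beside an adjusted p, the number of MitolΔ/Δ libraries beyond every control library in the direction of the change is given. Counts per gene cannot separate the deleted exons from the remaining ones. Counts on named genes summed to 12398138, 9358999, 10443657, 9212488 in MitolΔ/Δ replicates 1 to 4, with a median of 9901328. The sums in control replicates 1 to 4 were 7214935, 8634833, 9906457, 9794120, with a median of 9214480. Library totals did not differ between the groups (2-sided exact permutation test, p = 0.200). Of the 23094 rows, 1029 carry no gene symbol and were left out. Each remaining gene that passed edgeR's expression filter, 16444 in all, was tested after TMM normalization. Normalized counts given with a mean and SD are counts divided by DESeq2's size factors, with n = 4 libraries per group. All libraries expressed the Y-linked gene Ddx3y, at 392 normalized counts in MitolΔ/Δ and 498 in control HSCs. With 4 libraries against 4, the smallest p of an exact permutation test is 0.0286.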

Principal component analysis (PCA) of RNA-seq data clearly distinguished between control and Mitol^Δ/Δ^ HSCs (Fig. EV1B). 

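On variance-stabilized counts of the 500 most variable genes, the first component held 47.7% of the variance and the second 25.9%. The MitolΔ/Δ libraries lay between 7.62 and 12.2 on the first component, and the control libraries between -12.7 and -5.94. Of the total sum of squares, 45.6% lay between the groups, more than in any other of the 35 splits of the libraries into 4 and 4 (exact permutation test, p = 0.0286). The highest share in another split was 25.7%. The alternative that moved the share most, log2 CPM, gave 32.9% (exact permutation test, p = 0.0286). On the second component, MitolΔ/Δ libraries spread with an SD of 11.7 and control libraries with an SD of 1.19.

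**Figure D1:**
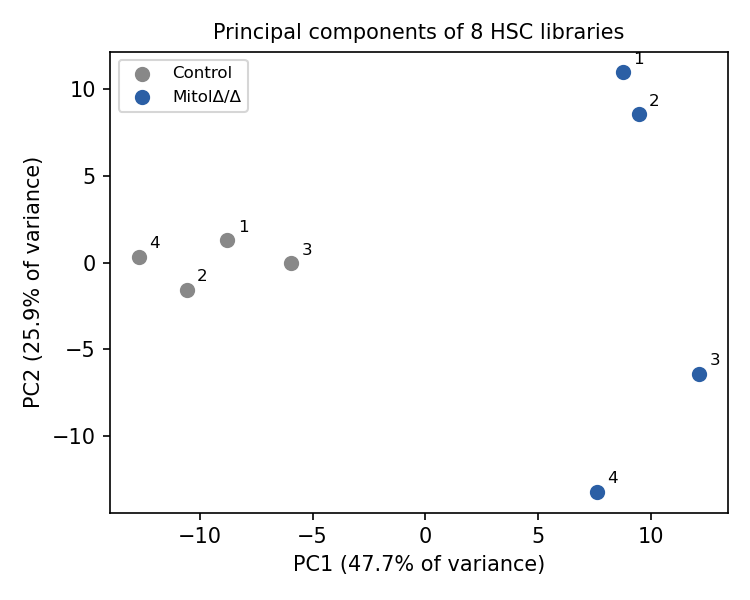
First and second principal components of the 8 libraries, each point one library with its replicate number. The groups part along the first component, which holds 47.7% of the variance, and the MitolΔ/Δ libraries spread along the second.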

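Between MitolΔ/Δ and control HSCs, 1386 of 16444 genes had an adjusted p-value under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 770 were higher and 616 lower in MitolΔ/Δ HSCs. DESeq2, the tool of the paper, gave 2315 genes. Without control replicate 2 the number was 359, and without MitolΔ/Δ replicate 4 it was 2501. In 1201 of the 1386 genes, the 2 groups did not overlap. This was so in 15.4% of all tested genes, where chance gives 2.86%. All 50 genes listed as higher and all 50 listed as lower in Fig. EV1C had that direction and an adjusted p-value under 0.05, a list the study chose on these libraries. Tle2 had the lowest p-value of all, with a log2 fold change of -1.32 (standard error 0.12, adjusted p = 0.00134, 4 of 4 libraries), and Ldha the lowest among genes that rose, with a log2 fold change of 0.94 (standard error 0.10, adjusted p = 0.00134, 4 of 4 libraries). Gata1 had the largest rise among abundant genes with separate groups, with normalized counts of 212 ± 103 in MitolΔ/Δ HSCs and 21.5 ± 10.9 in control HSCs and a log2 fold change of 3.30 (standard error 0.45, adjusted p = 0.00381, 4 of 4 libraries).

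The score of 54 G2/M phase genes, their mean normalized count, was 991 ± 215 in MitolΔ/Δ HSCs and 557 ± 96.6 in control HSCs (2-sided exact permutation test, p = 0.0286, 0.0762 adjusted over the 24 lists). That of 43 S phase genes was 992 ± 324 in MitolΔ/Δ HSCs and 585 ± 107 in control HSCs (2-sided exact permutation test, p = 0.0857, 0.158 adjusted over the 24 lists). In the G2/M list, 39 genes were past the threshold over all genes tested and 53 when adjusted over the list alone. Rrm2, an S phase gene, had a log2 fold change of 2.18 (standard error 0.27, adjusted p = 0.00344, 4 of 4 libraries). Among 815 Reactome lists, mitotic cell cycle ranked first, with a mean log2 fold change of 0.43 over 382 genes, of which 322 were higher (camera, adjusted p = 5.4e-17; fry, adjusted p = 0.0456). Camera called 337 Reactome lists, and 4 of the 35 splits of the libraries, the real one included, gave at least as many.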

Unsupervised GO analysis with all DEGs (Fig. 3A, genes are listed in Fig. EV1C) revealed that cell cycle-related pathways were enormously upregulated in Mitol^Δ/Δ^ HSCs (Fig. 3B). Therefore, we checked the cell cycle status of Mitol^Δ/Δ^ HSCs by staining for the cell proliferation marker Ki67. Consistent with gene expression profile, Mitol^Δ/Δ^ HSCs showed a significantly reduced frequency of cells in G0 phase compared to the control (Fig. EV1D,E), while the frequency of cells in G1 phase was significantly increased in Mitol^Δ/Δ^ HSCs (Fig. EV1D,E). These suggested that Mitol^Δ/Δ^ HSCs fail to maintain their quiescence, which is involved in HSC exhaustion.

**Figure 3:**
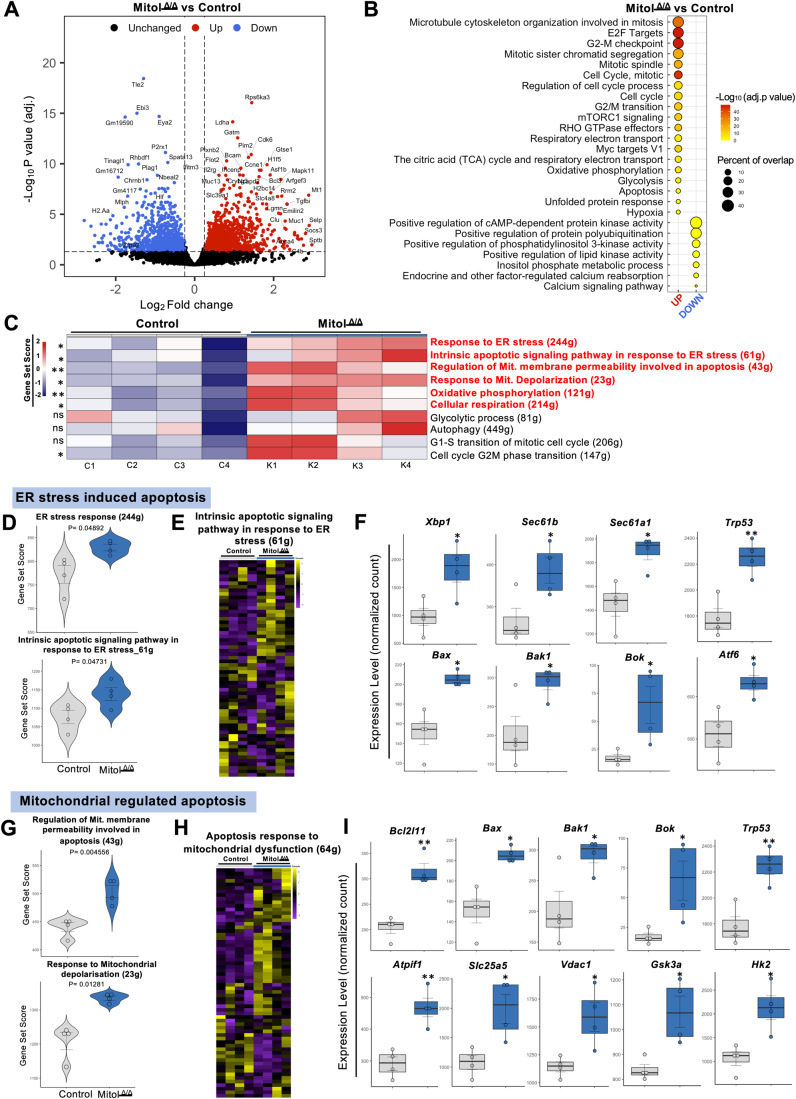
Mitol deletion induces ER stress in HSCs. (**A**) Volcano plot of Top 100 DEGs from bulk RNA-seq. (**B**) Summary of GO terms significantly altered in the HSCs following Mitol deletion. (**C**) Pathway analysis of metabolic genes involved in ER and mitochondrial activity. (**D**–**F**) ER stress-induced apoptosis is shown in violin plots (**D**), heatmap (**E**), and box plots (**F**). (**G**–**I**) Mitochondrial-regulated apoptosis is shown in violin plots (**G**), heatmap (**H**) and box plots (**I**) (*n* = 4). Data Information: (**D**, **G**) horizontal lines in violin plots represent quartiles. (**F**, **I**) The box plot’s central band marks the median, boxes mark the first and third quartiles, and whiskers extend the boxes to the largest value no further than 1.5 times the interquartile range. Data were analyzed with the Wald test. ns, *P* > 0.05; *P < 0.05; **P < 0.01. Source data are available online for this figure.

Furthermore, pathway analysis showed that Mitol deletion enhanced expression of genes related to ER stress response, intrinsic apoptosis and regulation of mitochondrial membrane permeability as well as mitochondrial depolarization (Figs. 3C and EV3A,B), suggesting that Mitol deletion induces HSCs apoptosis. Indeed, MITOL, as a MAMs protein (Yonashiro et al, 2006), functions as a regulator to coordinate mitochondria with ER to fine-tune protein production and control metabolic status (Marchi et al, 2014; Nakamura-Ishizu et al, 2020). 

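Each list was scored as the mean normalized count of its genes. For the 61 genes of intrinsic apoptosis in response to ER stress, the score was 1137 ± 36.6 in MitolΔ/Δ HSCs and 1078 ± 34.5 in control HSCs (2-sided exact permutation test, p = 0.0857, 0.158 adjusted over the 24 lists). On the log2 scale, the p of the exact permutation test rose to 0.314. The 43 genes of mitochondrial membrane permeability scored 503 ± 21.2 in MitolΔ/Δ HSCs and 441 ± 15.8 in control HSCs (2-sided exact permutation test, p = 0.0286, 0.0762 adjusted over the 24 lists). For the 23 genes of the response to mitochondrial depolarization, the score was 1333 ± 15.02 in MitolΔ/Δ HSCs and 1211 ± 49.3 in control HSCs (2-sided exact permutation test, p = 0.0286, 0.0762 adjusted over the 24 lists). The list of 50 XBP1 targets scored 838 ± 52.97 in MitolΔ/Δ HSCs and 722 ± 65.4 in control HSCs (2-sided exact permutation test, p = 0.0571, 0.125 adjusted over the 24 lists). Scores of PERK-ATF4 targets were 548 ± 67.5 in MitolΔ/Δ HSCs and 415 ± 65.5 in control HSCs (2-sided exact permutation test, p = 0.0571, 0.125 adjusted over the 24 lists), and those of ATF6 targets and ER chaperones were 1236 ± 90.9 in MitolΔ/Δ HSCs and 1017 ± 185 in control HSCs (2-sided exact permutation test, p = 0.114, 0.183 adjusted over the 24 lists). An adjusted p-value under 0.05 by this test would need at least 14 of the 24 lists at the smallest p that 4 libraries against 4 allow, and 9 reached it. With that number of lists the adjusted p cannot go below 0.0762, so it does not decide for any list. On the log2 scale, the permeability and depolarization scores had p = 0.0571 each by the exact permutation test.

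Against the other genes, XBP1 targets had a mean log2 fold change of 0.16 over 49 tested genes (camera, adjusted p = 0.00347, 3 of 4 libraries by score), PERK-ATF4 targets a mean log2 fold change of 0.32 over 33 tested genes (camera, adjusted p = 3.0e-04, 3 of 4 libraries by score) and ATF6 targets and chaperones a mean log2 fold change of 0.24 over 22 tested genes (camera, adjusted p = 0.00546, 3 of 4 libraries by score). These 3 lists were not past the threshold with fry, at adjusted p = 0.154, 0.0944 and 0.192. The permeability list had a mean log2 fold change of 0.13 over 40 tested genes (camera, adjusted p = 0.0298, 4 of 4 libraries by score), and was past the threshold with fry (adjusted p = 0.0361). The Reactome list of the unfolded protein response had a mean log2 fold change of 0.11 over 14 genes and was not called (camera, adjusted p = 0.316), and that of apoptosis one of 0.21 over 131 (camera, adjusted p = 8.6e-08; fry, 0.0456). Reactome's intrinsic pathway for apoptosis had a mean log2 fold change of 0.27 over 30 genes, 25 of them higher (camera, adjusted p = 1.1e-04; fry, 0.0456). In all, camera called 15 of 24 lists, of which 8 were also called by fry and 0 with an estimated correlation between genes. At least as many lists were called in 2 of the 35 splits of the libraries, the real one included. From its own pathway analysis (Figs. 3C and EV3A,B), the paper proposes that Mitol deletion induces apoptosis of HSCs. It also measured apoptosis of cultured HSCs with Annexin V (Fig. 5B,C).

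**Figure D2:**
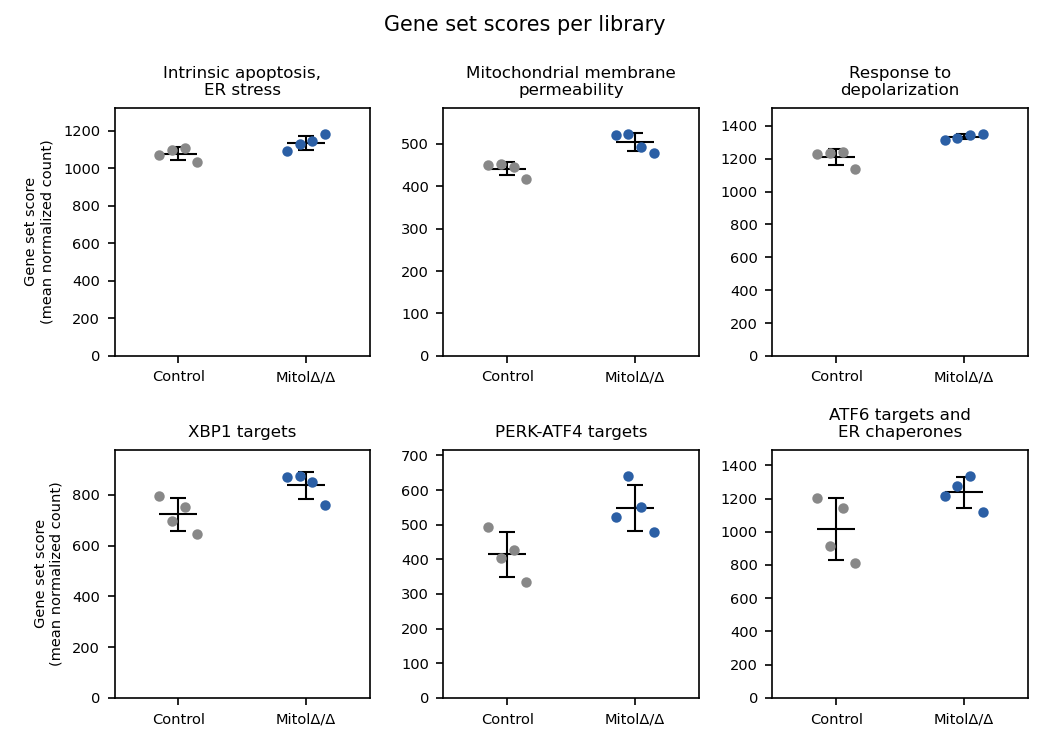
Gene set score of 6 lists in each library, as mean normalized count on axes that start at 0. Points are libraries and bars the mean and SD of 4 libraries per group. The permeability and depolarization scores of the groups do not overlap, and those of the other lists do.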

Since Mitol deletion posed ER stress response as the top affected pathways (Fig. 3C–E, genes are listed in Fig. EV2), we first focused on ER stress as a negative regulator for HSC maintenance in Mitol^Δ/Δ^ mice. 

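Of the 61 genes of intrinsic apoptosis in response to ER stress, 55 were tested, and 33 of these were higher in MitolΔ/Δ HSCs. The list had a mean log2 fold change of 0.058 over 55 tested genes (camera, adjusted p = 0.117, 3 of 4 libraries by score). Adjusted over all genes tested, 3 genes were past the threshold upwards and 3 downwards. Adjusted over the list alone, 8 were past it. Those upwards over all genes tested were Bok, Xbp1 and Trp53, and those downwards included Ern1 and Atp2a3. Ern1, which encodes IRE1α, had normalized counts of 2143 ± 186 in MitolΔ/Δ HSCs and 2710.3 ± 59.7 in control HSCs, a log2 fold change of -0.36 (standard error 0.084, adjusted p = 0.0264, 4 of 4 libraries) by edgeR's quasi-likelihood test. Ern1 passed the threshold of that test in 2 and Atp2a3 in 0 of the 8 fits that each left out one library. Serinc3 made up 23.8% of the list's counts and had a log2 fold change of 0.12 (standard error 0.11, adjusted p = 0.524, 2 of 4 libraries) by that test. In 3 of 4 MitolΔ/Δ libraries the score was above that of the highest control library.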

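Xbp1 lies on chromosome 11 of GRCm39 from 5470606 to 5483027. Its normalized counts were 1830.2 ± 475 in MitolΔ/Δ HSCs and 973 ± 305 in control HSCs, a log2 fold change of 0.90 (standard error 0.23, adjusted p = 0.0346, 3 of 4 libraries) by edgeR's quasi-likelihood test. They cover spliced and unspliced transcripts alike, which counts per gene cannot tell apart. The groups overlapped (2-sided exact permutation test, p = 0.0571), and the change was past the threshold in 3 of the 8 fits that each left out one library. Sec61b had normalized counts of 385 ± 60.2 in MitolΔ/Δ HSCs and 267 ± 58.4 in control HSCs, with a log2 fold change of 0.52 (standard error 0.16, adjusted p = 0.0684, 2 of 4 libraries) that did not pass the threshold. For Sec61a1, normalized counts were 1890.2 ± 135 in MitolΔ/Δ HSCs and 1449 ± 194 in control HSCs, with a log2 fold change of 0.37 (standard error 0.10, adjusted p = 0.0494, 4 of 4 libraries). With each library left out in turn, log2 fold changes stayed between 0.72 and 1.10 for Xbp1, 0.43 and 0.69 for Sec61b and 0.28 and 0.45 for Sec61a1. With DESeq2, the adjusted p-values were 0.00167, 0.0271 and 0.0138. Over all settings that kept the 8 libraries they ran from 0.00167 to 0.0416, 0.0271 to 0.0895 and 0.0138 to 0.0700. The change in Sec61a1 was past the threshold in 2 of the 8 fits that left out one library.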

Correspondingly, Mitol deletion led to upregulated expression of spliced *Xbp1* and its target genes such as *Sec61b* and *Sec61a1* (Fig. 3F) (Hetz et al, 2011), suggesting activated IRE1α pathway, which is one of the major ER stress responses. Moreover, Mitol deletion elevated expression of *Atf6*, which is a central molecule in another major ER stress response pathway (Fig. 3F). In addition, *Bax*, *Bak1*, *Bok*, and *Trp53* expression levels were also significantly upregulated in ER-regulated apoptotic processes (Fig. 3F,I). 

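Atf6, on chromosome 1 of GRCm39 from 170532026 to 170696208, had normalized counts of 632 ± 35.4 in MitolΔ/Δ HSCs and 511 ± 56.3 in control HSCs. The groups did not overlap (2-sided exact permutation test, p = 0.0286). Its log2 fold change of 0.29 (standard error 0.11, adjusted p = 0.115, 4 of 4 libraries) did not pass the threshold of edgeR's quasi-likelihood test, nor did it with DESeq2 (adjusted p = 0.0622) or any other setting that kept the 8 libraries (adjusted p from 0.0622 to 0.198). Among other sensors and effectors of the response, log2 fold changes were 0.035 for Eif2ak3 (adjusted p = 0.899), -0.18 for Atf4 (adjusted p = 0.589), 0.12 for Hspa5 (adjusted p = 0.812) and -0.44 for Dnajb9 (adjusted p = 0.191) by edgeR.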

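Bok had normalized counts of 63.7 ± 32.8 in MitolΔ/Δ HSCs and 16.5 ± 6.12 in control HSCs, a log2 fold change of 1.94 (standard error 0.42, adjusted p = 0.0207, 4 of 4 libraries) by edgeR's quasi-likelihood test. Trp53 had 2246 ± 131 in MitolΔ/Δ HSCs and 1786 ± 145 in control HSCs, a log2 fold change of 0.31 (standard error 0.085, adjusted p = 0.0423, 4 of 4 libraries). Bax had 205 ± 7.71 in MitolΔ/Δ HSCs and 150.3 ± 23.2 in control HSCs, and Bak1 291 ± 25.9 in MitolΔ/Δ HSCs and 202.7 ± 59.7 in control HSCs. Their log2 fold changes were 0.43 for Bax (adjusted p = 0.0972) and 0.51 for Bak1 (adjusted p = 0.105), neither past the threshold over all genes. With DESeq2 the adjusted p-values of Bax and Bak1 were 0.0488 and 0.0529, within 0.0488 to 0.138 and 0.0529 to 0.135 over the settings that kept the 8 libraries. Bok was past the threshold in 4 and Trp53 in 2 of the 8 fits that left out one library. The groups did not overlap for Bax, Bok and Trp53 (2-sided exact permutation test, p = 0.0286 each) and overlapped for Bak1 (p = 0.0571, same exact test). Of the 14 genes of Fig. 3F,I, 14 were higher in MitolΔ/Δ HSCs, 9 past the threshold over all genes and 14 adjusted over the list alone. The study chose these genes on the same libraries, so the second number is not independent evidence.

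**Figure D3:**
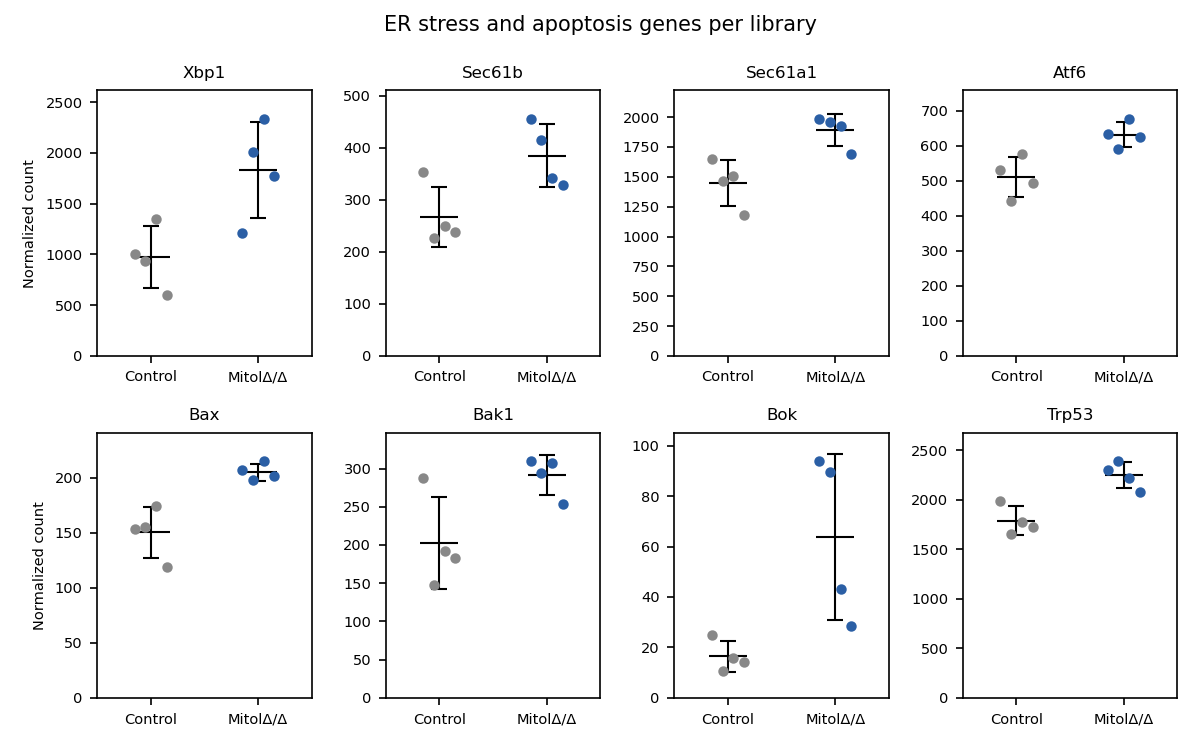
Normalized counts of 8 genes in each library, on axes that start at 0. Points are libraries and bars the mean and SD of 4 libraries per group. Bok has the largest ratio of the means, with 63.7 against 16.5 normalized counts.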

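Ddit3, which encodes CHOP, had normalized counts of 119 ± 13.8 in MitolΔ/Δ HSCs and 145 ± 29.99 in control HSCs, a log2 fold change of -0.30 (standard error 0.18, adjusted p = 0.320, 2 of 4 libraries) by edgeR's quasi-likelihood test (2-sided exact permutation test, p = 0.143). Bcl2l11, which encodes BIM and lies on chromosome 2 of GRCm39 from 127967958 to 128004476, had normalized counts of 314 ± 30.02 in MitolΔ/Δ HSCs and 203.9 ± 22.5 in control HSCs. Its log2 fold change of 0.61 (standard error 0.13, adjusted p = 0.0212, 4 of 4 libraries) was past the threshold in 5 of the 8 fits that each left out one library, with log2 fold changes between 0.53 and 0.66.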

Although CHOP, encoded by the *Ddit3* gene and a downstream molecule of ATF6 pathways for UPR, showed similar RNA expression levels between Mitol^Δ/Δ^ and control HSCs (Fig. EV3C), the target gene *Bcl2l11* (also known as *Bim*) is positively upregulated (Fig. 3I). These data suggested that Mitol deletion enhanced ER stress response.

**Figure EV2:**
Genes involved in ER and mitochondrial-regulated apoptosis. (**A**–**D**) Heatmaps of Intrinsic apoptotic signaling pathway in response to ER stress (**A**) with significantly upregulated genes (**C**) and apoptosis response to mitochondrial dysfunction (**B**) with significantly upregulated genes (**D**). Data Information: Data was analyzed with the Wald test.

**Figure EV3:**
Mitol involvement in mitochondrial function and mitophagy. (**A**, **B**) GSEA analysis of metabolic genes involved in ER and mitochondrial activity. (**C**) Gene encoding CHOP (*n* = 4). (**D**) Genes encoding DRP1, MFN1 and MFN2, respectively, which are involved in mitochondrial fusion and fission (*n* = 4). (**E**) Genes which are involved in Pink-Parkin mediated mitophagy pathway (*n* = 3). (**F**) RT-qPCR analysis showing genes expression levels in murine LT-HSC after 1 week of Poly:IC injection (*n* = 5). Data Information: In EV3A, B, *P* value of the normalized enrichment score (NES) was analyzed with an empirical phenotype-based permutation test. In EV3C-E, the box plot’s central band marks the median, boxes mark the first and third quartiles, and whiskers extend the boxes to the largest value no further than 1.5 times the interquartile range. Gene Set Score was analyzed with the Wald test. In EV3F, data represent mean ± SEM with two-tailed unpaired Student’s *t* test. ns, *P* > 0.05; *P < 0.05; ****P < 0.0001.

In addition, BAX/BAK, which is central members for IRE1α signaling (Cheng et al, 2001; Hetz et al, 2006), also acts as an essential regulator of mitochondrial permeabilization (Desagher and Martinou, 2000; Reimertz et al, 2003). Our data showed that Mitol deletion enhanced expression of genes related to mitochondrial permeabilization and depolarization in HSCs (Fig. 3G–I, gene list is shown in Fig. EV2), which might suggest mitochondrial regulation in Mitol^Δ/Δ^ HSCs. However, gene expression pattern showed that Mitol deletion did not induce severe mitochondrial dysregulation or mitophagy (Fig. EV3D,E). These data suggested that Mitol deletion induced apoptosis in HSPCs through enhancing ER stress response but not through mitochondrial dysfunction.

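In the permeability list, 5 of 40 tested genes were past the threshold upwards and 1 downwards over all genes tested, and 9 adjusted over the list alone. In the depolarization list, 4 of 23 were past it upwards and 1 downwards, and 5 adjusted over the list alone. Hk2 had normalized counts of 2128 ± 505 in MitolΔ/Δ HSCs and 1062 ± 287 in control HSCs, a log2 fold change of 0.99 (standard error 0.21, adjusted p = 0.0183, 4 of 4 libraries) by edgeR's quasi-likelihood test. Slc25a5 had 1980.3 ± 489.7 in MitolΔ/Δ HSCs and 1079 ± 236 in control HSCs, a log2 fold change of 0.86 (standard error 0.18, adjusted p = 0.0195, 4 of 4 libraries). Log2 fold changes by that test were 0.67 for Atpif1 (adjusted p = 0.0170), 0.45 for Vdac1 (adjusted p = 0.0345) and 0.33 for Gsk3a (adjusted p = 0.0565), the last not past the threshold. Of these 5 genes, only Hk2 was past the threshold in all 8 fits that each left out one library. Huwe1 made up 41.6% of the depolarization list's counts and had a log2 fold change of 0.14 (adjusted p = 0.268). The depolarization list as a whole had a mean log2 fold change of 0.090 over 23 tested genes (camera, adjusted p = 0.102, 4 of 4 libraries by score).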

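Log2 fold changes by edgeR's quasi-likelihood test were 0.036 for Dnm1l (adjusted p = 0.841), -0.0018 for Mfn1 (adjusted p = 0.995) and 0.035 for Mfn2 (adjusted p = 0.845). Among the genes of Fig. EV3E, Atg7 had normalized counts of 740.0 ± 29.6 in MitolΔ/Δ HSCs and 913 ± 83.4 in control HSCs, with a log2 fold change of -0.32 (standard error 0.095, adjusted p = 0.0557, 4 of 4 libraries) that did not pass the threshold, and an adjusted p-value of 0.0314 with DESeq2, within 0.0314 to 0.0931 over the settings that kept the 8 libraries. Others were 0.092 for Atad3a (adjusted p = 0.692), -0.32 for Pink1 (adjusted p = 0.299), 0.074 for Atg5 (adjusted p = 0.776), -0.26 for Ulk1 (adjusted p = 0.215) and 0.031 for Bnip3l (adjusted p = 0.882). A list of 13 fission and fusion genes scored 473 ± 20.00 in MitolΔ/Δ HSCs and 466 ± 7.76 in control HSCs (2-sided exact permutation test, p = 0.600, 0.626 adjusted over the 24 lists). The score of 45 autophagy and mitophagy genes was 697 ± 59.7 in MitolΔ/Δ HSCs and 732 ± 11.9 in control HSCs (2-sided exact permutation test, p = 0.314, 0.343 adjusted over the 24 lists).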

### Mitol deletion does not induce mitochondrial dysfunction

To examine whether the mitochondrial function was impaired when Mitol deletion induced hematopoiesis failure, we focused on the metabolic status in HSCs, since MITOL is located on the outer membrane of mitochondria and involved in the regulation of mitochondrial fission and fusion (Shiiba et al, 2020). Intriguingly, after 1 week post Poly:IC induction, there was no significant difference between control and Mitol^Δ/Δ^ cells in both mitochondrial parameters (Fig. 4A–D). Moreover, the potential for glucose uptake was also little difference between control and Mitol^Δ/Δ^ HSCs (Fig. 4E). However, Mitol deletion led to significantly increased mitochondrial respiration (OCR: oxygen consumption rate) as well as glycolysis activity (ECAR: extracellular acidification rate) at baseline (Fig. 4F,G). This increment of OCR at baseline was due to both enhanced proton leak and ATP production (Fig. 4H). However, Mitol deletion did not affect maximal respiration, resulting in decreased spare respiratory capacity in Mitol^Δ/Δ^ LSK cells (Fig. 4H). Overall, these results suggested that Mitol^Δ/Δ^ HSPCs showed an enhanced basal mitochondrial metabolism possibly through increasing glycolysis without relying on significantly enhanced glucose uptake, resulting in elevated proton leak and ATP production, but little mitochondrial dysfunction.

**Figure 4:**
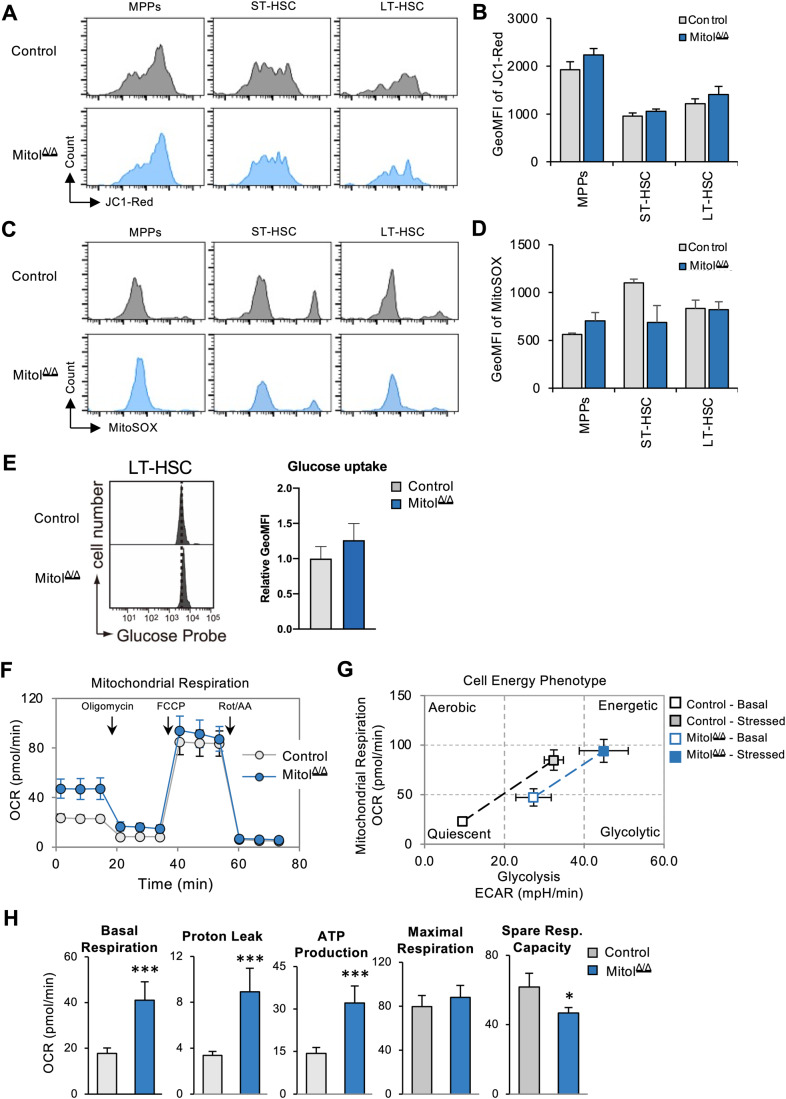
Mitol deletion enhances mitochondrial respiration of HSPCs without major dysfunction. (**A**, **B**) Analysis of mitochondrial membrane potential of the HSPCS after 1 week of Poly:IC injection by JC-1-Red staining. A representative histogram of FACS staining is shown in (**A**) and the graph is shown in (**B**) (*n* = 3). (**C**, **D**) Mitochondrial ROS production by MitoSOX staining in the HSPCs 1 week post Poly:IC injection is shown by the histogram (**C**) and graph (**D**) (*n* = 3). (**E**) Glucose uptake in LT-HSC of Control and Mitol^Δ/Δ^ 1 week of Poly:IC injection (*n* = 3). (**F**) In vivo measurement of mitochondrial respiration of LSK (Lin-Sca1+c-Kit + ) cells by Seahorse metabolic flux analyzer after 1 week of Poly:IC induction (*n* = 3). (**G**) Cell energy phenotype analysis by comparing mitochondrial respiration and glycolytic rate (*n* = 3). (**H**) Comparison of several mitochondrial metabolic parameters between Control and Mitol^Δ/Δ^ LSK cells (*n* = 3). Data Information: Data represent mean ± SEM/SD with two-tailed unpaired Student’s *t* test. ns, *P* > 0.05; *P < 0.05; ***P < 0.001. Source data are available online for this figure.

### Mitol deletion induces ER stress-mediated apoptosis in HSCs

Next, to confirm whether Mitol deletion induces enhanced cell death in HSCs, we first cultured control or Mitol^Δ/Δ^ HSCs for 1 week. Surprisingly, Mitol deletion significantly reduced total viable cell number (Fig. 5A), even though Mitol^Δ/Δ^ HSCs have enhanced expression levels of genes related to cell cycle (Fig. 3B). In addition, after in vitro culture (36 h), Mitol deletion significantly enhanced the frequency of Annexin V^+^ apoptotic cells (Fig. 5B,C). These data suggested that Mitol^Δ/Δ^ HSCs showed decreased proliferation due to apoptosis. To validate the possibility that Mitol deletion enhanced ER stress response, we assessed the effect of Mitol deletion on the protein level of spliced XBP1 (XBP-1s) in HSCs, which is one of the hallmarks of IRE1α-mediated ER stress (Hollien and Weissman, 2006). Moreover, IRE1α is identified as a substrate for MITOL (Takeda et al, 2019). Results showed that Mitol deletion significantly enhanced the level of XBP-1s in HSCs (Fig. 5D,E). Moreover, the phosphorylation level of eIF2α, a central member of PERK pathway for ER stress response, was also elevated in Mitol^Δ/Δ^ HSCs (Fig. 5D,E). Furthermore, Mitol deletion showed higher expression of ATF4 protein level (Fig. 5F) and Xbp-1s mRNA level (Fig. 5G) in HSCs. These results support that IRE1a-XBP1 pathway contributes to UPR/ER stress in Mitol^Δ/Δ^ HSCs. In addition, consistent with RNA-seq data, upregulated expression levels of *Bax* and *Bak1* in Mitol^Δ/Δ^ HSCs were validated by RT-qPCR (Fig. EV3F). These data suggest that Mitol deletion causes ER stress-induced apoptosis in HSCs. Finally, to examine whether IRE1α-mediated ER stress is involved in the induction of apoptosis in Mitol^Δ/Δ^ HSCs, we cultured control or Mitol^Δ/Δ^ LT-HSCs in the absence or presence of KIRA6, an IRE1α kinase inhibitor (Van Galen et al, 2014; Liu et al, 2019). Interestingly, KIRA6 treatment partially canceled the effect of Mitol deletion as an increased frequency of Annexin V^+^ cells after the culture of HSCs was observed (Fig. 6A,B). These data indicated that ER stress response mediated by IRE1α signaling partially contributes to cellular apoptosis caused by Mitol deletion (Fig. 6C).

**Figure 5:**
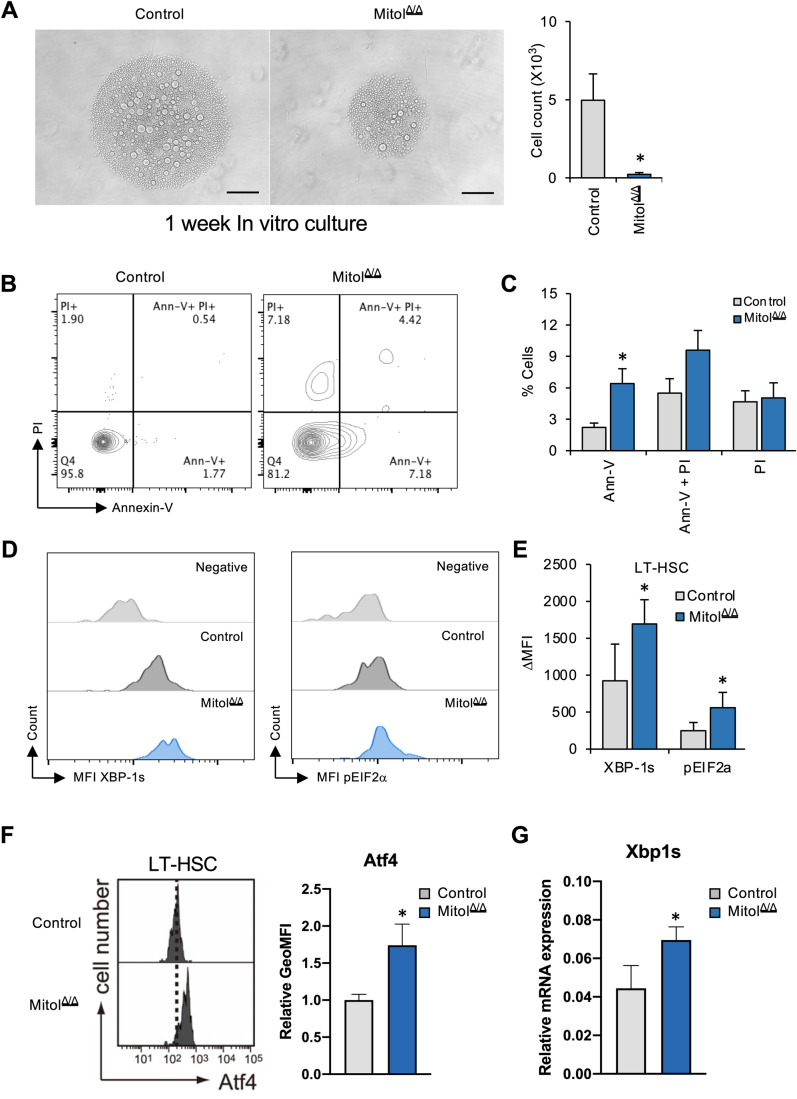
Mitol deletion induces ER stress-mediated apoptosis in HSCs. (**A**) Detectable viable cell counts after 1 week of in vitro culture of 100 LT-HSCs (*n* = 6). (**B**, **C**) Cellular apoptosis of LT-HSCs shown by FACS (**B**) following 36 h of in vitro culture, apoptotic cell count is shown in (**C**) (*n* = 10). (**D**, **E**) FACS analysis showing the levels of two ER pathway markers (XBP-1s and pEIF2a) in HSCs. A representative experiment of *n* = 4. (**F**) FACS analysis showing relative expression levels of Aft4 in HSCs (*n* = 3). (**G**) qRT-PCR analysis showing relative mRNA expression levels of Xbp-1s in HSCs (*n* = 3). Data Information: (**A**) the scale bar is 200 μm. Data represent mean ± SEM with two-tailed unpaired Student’s *t* test. ns, *P* > 0.05; *P < 0.05. Source data are available online for this figure.

**Figure 6:**
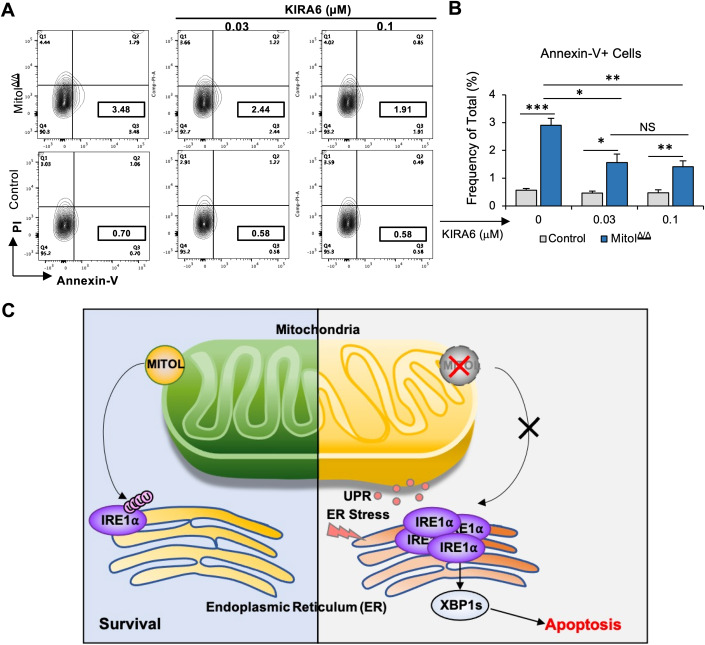
IRE1α inhibitor partially protects HSCs from ER stress-induced apoptosis caused by Mitol deletion. (**A**, **B**) Cellular apoptosis analysis of LT-HSCs 1 week post Poly:IC induction and treated with different dose of KIRA6 shown by FACS plot (**A**) and a graph shown in (**B**) (*n* = 4). (**C**) Schematic figure of MITOL functions in HSCs. MITOL is essential to maintain HSCs homeostasis through ubiquitin-mediated degradation of IRE1α. Mitol deletion is shown to initiate ER stress, which triggers cellular apoptosis that is mainly regulated by IRE1α signaling. Data Information: Data represent mean ± SD with two-tailed unpaired Student’s *t* test. ns, *P* > 0.05; *P < 0.05; **P < 0.01; ***P < 0.001. Source data are available online for this figure.

## Discussion

Generally, the interaction between organelles such as mitochondria and ER is crucial for several biological events in terms of cellular regulations (Nakamura-Ishizu et al, 2020). In this study, we evaluated the role of MITOL, which is localized at the mitochondria and an important regulator for both mitochondrial and ER function, by using specific deletion of *Mitol* in hematopoietic lineage (MX1-cre system). Indeed, MITOL contributes to HSC survival by preventing ER stress-induced apoptosis, which is required for the maintenance of hematopoietic homeostasis in steady state, as evidenced by BM failure in Mitol^Δ/Δ^ mice (Figs. 1 and 2D–G). Although Mitol deletion quickly led to decreased HSC numbers, progenitor cells were simultaneously increased immediately after Poly:IC injection (Fig. 1E,F). These data suggest that Mitol deletion contributes to the differentiation of HSCs into progenitor cells. This possibility is supported by both cell cycle progression (Fig. EV1) and enhanced expression of genes related to cell differentiation (Fig. EV4). In addition, deletion alters lineage distribution towards T-cell differentiation, which is consistent with enhanced expression of genes relevant to differentiation pattern into T cells (Figs. 2 and EV4). Moreover, decreased myeloid cells and B cells in Mitol^Δ/Δ^ mice suggested that Mitol deletion might be crucial for myeloid differentiation and B cell maturation. Therefore, MITOL may also be involved in the regulation of differentiation and/or lineage commitment in HSCs (Fig. EV4). However, Mitol deletion led to BM failure, which greatly affects the environment surrounding HSCs. Therefore, it remains unclear whether the effect of Mitol deletion on differentiation in HSCs was cell-autonomous.

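A list of 40 erythroid genes scored 513 ± 94.2 in MitolΔ/Δ HSCs and 455 ± 30.1 in control HSCs (2-sided exact permutation test, p = 0.257, 0.309 adjusted over the 24 lists), with a mean log2 fold change of 0.71 over 29 tested genes (camera, adjusted p = 0.00297, 2 of 4 libraries by score) that fry did not call (adjusted p = 0.149). Without MitolΔ/Δ replicate 3, the difference in the erythroid score fell from 57.8 to 13.2. The megakaryocyte list scored 914 ± 91.4 in MitolΔ/Δ HSCs and 1127 ± 59.0 in control HSCs (2-sided exact permutation test, p = 0.0286, 0.0762 adjusted over the 24 lists) and had a mean log2 fold change of -0.23 over 32 tested genes (camera, adjusted p = 0.0298, 4 of 4 libraries by score). Long-term HSC genes scored 2234 ± 133 in MitolΔ/Δ HSCs and 2672 ± 82.5 in control HSCs (2-sided exact permutation test, p = 0.0286, 0.0762 adjusted over the 24 lists) and had a mean log2 fold change of -0.26 over 40 tested genes (camera, adjusted p = 0.00236, 4 of 4 libraries by score). On the log2 scale, the megakaryocyte and long-term HSC scores had p = 0.114 and 0.0571 by the exact permutation test. Of the long-term HSC genes, 2 were past the threshold upwards and 12 downwards. Among those downwards was Hlf, with a log2 fold change of -0.79 (standard error 0.11, adjusted p = 0.00381, 4 of 4 libraries) by edgeR.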

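A list of 20 T-cell genes scored 440.3 ± 42.8 in MitolΔ/Δ HSCs and 394 ± 34.9 in control HSCs (2-sided exact permutation test, p = 0.143, 0.214 adjusted over the 24 lists). In 2 of 4 MitolΔ/Δ libraries the score was above every control. The list had a mean log2 fold change of -0.13 over 14 tested genes (camera, adjusted p = 0.785), with 2 genes past the threshold upwards and 1 downwards.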

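The list of 26 myeloid genes scored 414 ± 66.9 in MitolΔ/Δ HSCs and 347 ± 36.2 in control HSCs (2-sided exact permutation test, p = 0.171, 0.229 adjusted over the 24 lists). The difference in this score fell from 66.6 to 40.7 without MitolΔ/Δ replicate 4. B-cell genes scored 98.6 ± 8.81 in MitolΔ/Δ HSCs and 134 ± 52.9 in control HSCs (2-sided exact permutation test, p = 0.114, 0.183 adjusted over the 24 lists), with a mean log2 fold change of -0.73 over 7 tested genes (camera, adjusted p = 0.0298, 2 of 4 libraries by score). Without control replicate 4, the difference in the B-cell score moved from -35.6 to -9.23.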

**Figure EV4:**
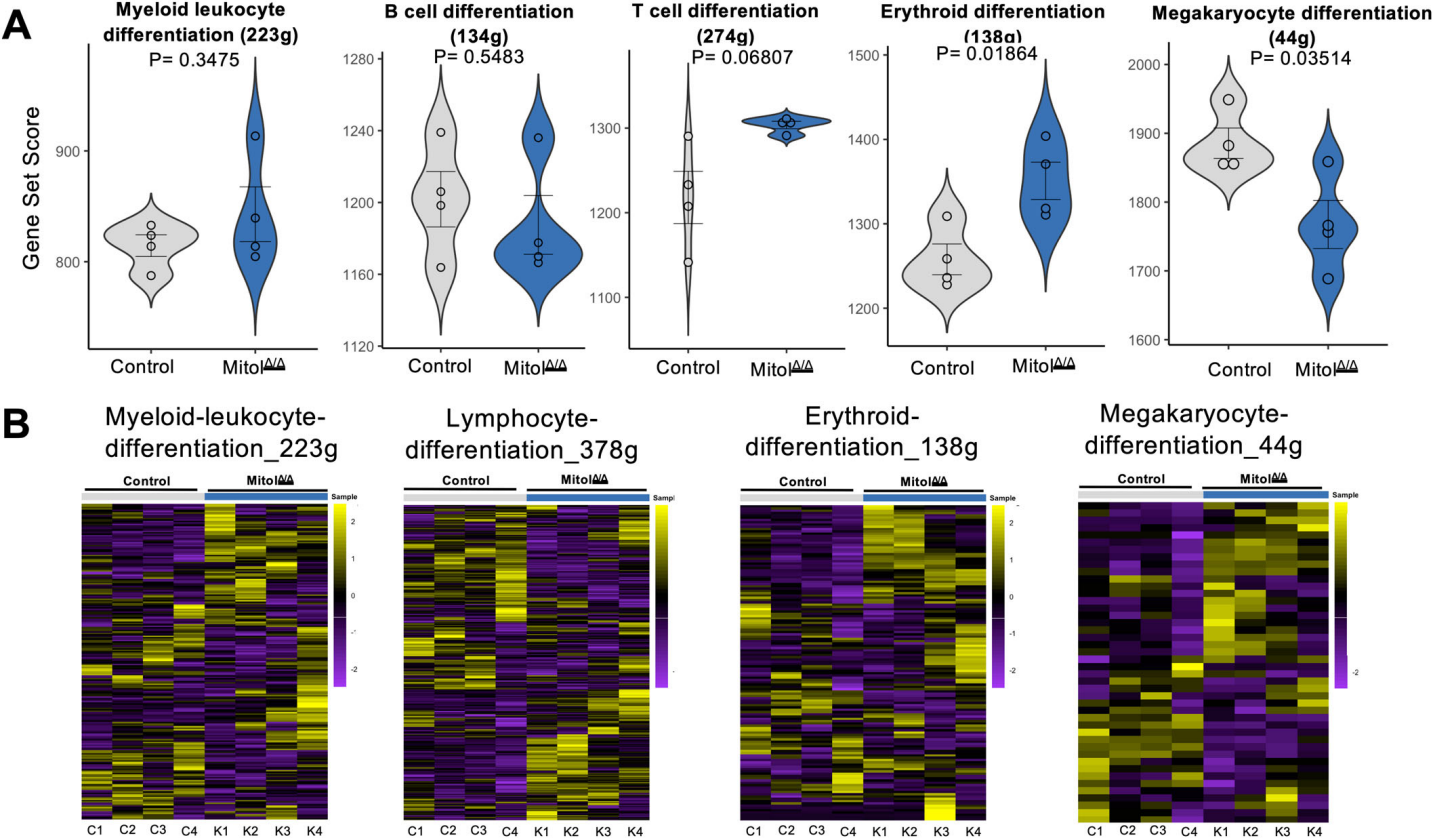
Distribution of lineage programming of Mitol^Δ/Δ^ HSCs shown in RNA-seq analysis. (**A**, **B**) Distribution of lineage programs in Mitol^Δ/Δ^ HSCs 1 week post Poly:IC induction was shown in (**A**) Violin plots and heatmaps (**B**) by RNA-seq analysis (*n* = 4). Data Information: In EV4A, horizontal lines in violin plots represent quartiles. Data was analyzed with the Wald test.

Regarding the effect of MITOL deficiency on glycolysis, we observed that Mitol^Δ/Δ^ HSCs showed comparable glucose uptake with control HSCs (Fig. 4E), which is consistent with gene expression pattern related to glycolysis (Fig. EV3A). However, Mitol deletion enhanced ECAR in HSPCs (Fig. 4G). These results may suggest that Mitol deletion enhances glycolysis without enhanced glucose uptake, but the mechanism is still unknown. Similarly, Mitol deletion hardly affected mitochondrial status in HSCs (Fig. 4A–D), but enhanced mitochondrial basal respiration in HSPCs (Fig. 4H). This enhanced mitochondrial basal respiration in Mitol^Δ/Δ^ HSPCs was consistent with enhanced expression of genes involved in oxidative phosphorylation and respiratory ETC (Fig. EV5A,B). Therefore, MITOL deficiency may have the potential to enhance mitochondrial metabolism. 

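A list of 25 glycolysis genes, not the one of Fig. EV3A, scored 1586 ± 81.5 in MitolΔ/Δ HSCs and 1209 ± 96.9 in control HSCs (2-sided exact permutation test, p = 0.0286, 0.0762 adjusted over the 24 lists). It had a mean log2 fold change of 0.19 over 23 tested genes (camera, adjusted p = 0.00866, 4 of 4 libraries by score), also called by fry (adjusted p = 0.0361). Genes past the threshold upwards numbered 5, and those downwards 0. The Reactome glycolysis list of 24 genes had a mean log2 fold change of 0.094 and was not called (camera, adjusted p = 0.155). Gapdh had a log2 fold change of 0.66 (standard error 0.10, adjusted p = 0.00582, 4 of 4 libraries) by edgeR's quasi-likelihood test.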

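A list of 78 genes for subunits of oxidative phosphorylation scored 597 ± 70.4 in MitolΔ/Δ HSCs and 438 ± 38.7 in control HSCs (2-sided exact permutation test, p = 0.0286, 0.0762 adjusted over the 24 lists). Of 78 tested genes, 73 were higher in MitolΔ/Δ HSCs, with a mean log2 fold change of 0.41 over 78 tested genes (camera, adjusted p = 1.9e-16, 4 of 4 libraries by score), also called by fry (adjusted p = 0.0361). Past the threshold were 25 genes over all genes tested and 46 adjusted over the list alone. Genes of the tricarboxylic acid cycle scored 1037 ± 138 in MitolΔ/Δ HSCs and 795 ± 56.02 in control HSCs (2-sided exact permutation test, p = 0.0286, 0.0762 adjusted over the 24 lists). Atp5b had normalized counts of 5368 ± 732 in MitolΔ/Δ HSCs and 3511 ± 504 in control HSCs, a log2 fold change of 0.59 (standard error 0.12, adjusted p = 0.0158, 4 of 4 libraries) by edgeR's quasi-likelihood test. In Fig. EV5B, whose genes the study chose on these libraries, 52 genes of cellular respiration are shown as higher. All of these were higher here, with log2 fold changes from 0.25 to 1.57, and 36 were past the threshold.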

Since cell cycle progression was simultaneously observed in Mitol^Δ/Δ^ HSCs (Figs. 3B and EV1D,E), both mitochondrial basal respiration and EACR might be enhanced in response to cell cycle progression. It is well known that MITOL can interfere with both mitochondrial fission and fusion process through the targeting of DRP1 and MFN2 respectively via ubiquitination (Cho et al, 2019; Luchsinger et al, 2016). Although the possibility that Mitol deletion affects these processes cannot be completely excluded, we concluded that although MITOL generally behaves as the regulator for mitochondrial fission and fusion, that is not the case in HSCs where MITOL seems to exert less of its regulatory effects on mitochondrial function.

**Figure EV5:**
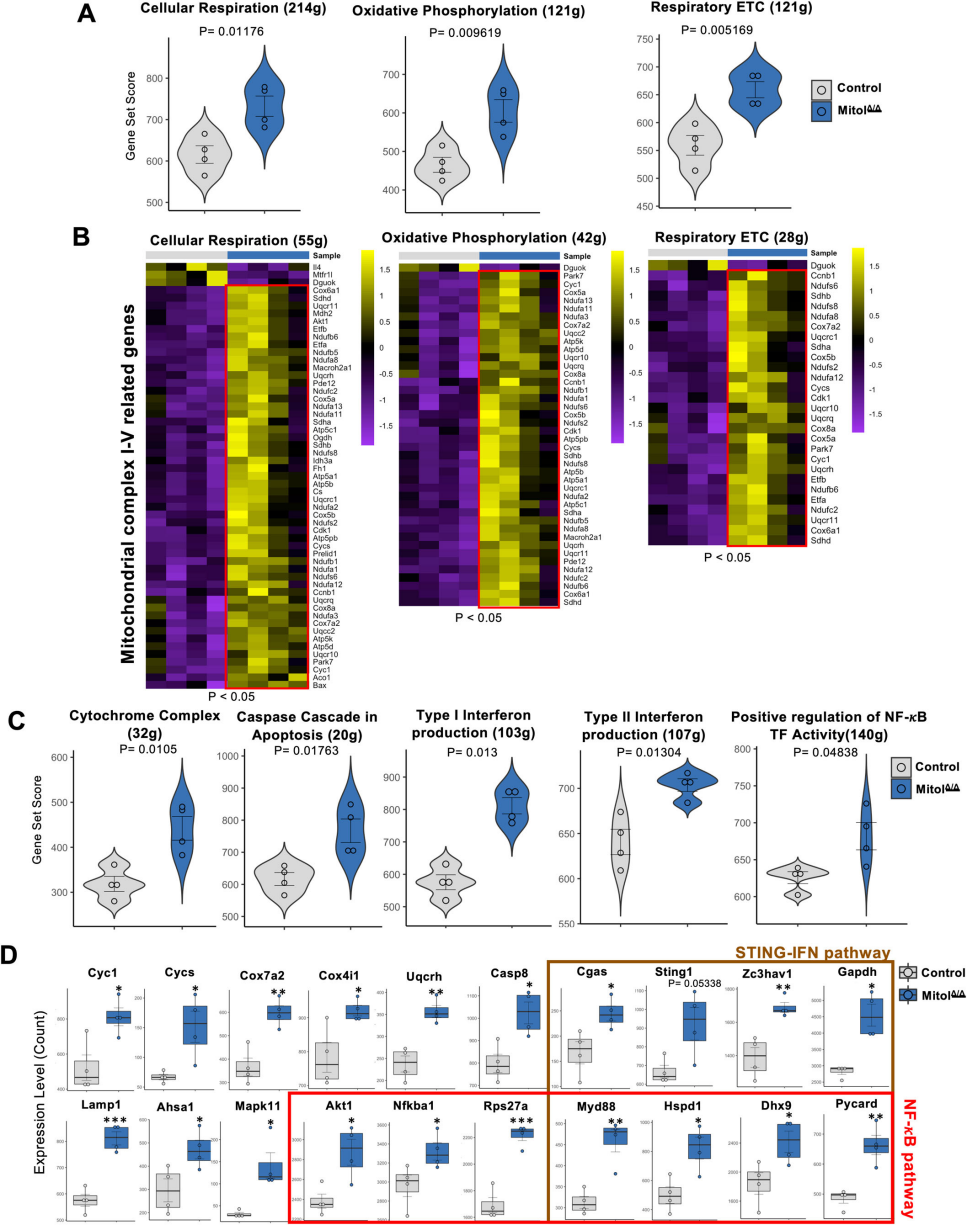
Enhanced mitochondrial respiration by Mitol regulates apoptotic pathways. (**A**) Violin plots showed enhanced mitochondrial respiration in Mitol^Δ/Δ^ HSCs (*n* = 4). (**B**) Heatmaps showed significantly upregulated genes in mitochondrial respiration caused by Mitol depletion. Red box highlights genes encoding mitochondria complex I–V. (**C**) Violin plots showed activated pathways associated with enhanced mitochondrial metabolism in Mitol^Δ/Δ^ HSCs (*n* = 4). (**D**) Box plots showed significantly upregulated genes involved in pathways shown in violin plots (**C**) (*n* = 4). Borrow color highlights genes involved in STING-IFN pathway and red color highlights genes involved in NF-κB pathway. Data Information: In EV5A,C, horizontal lines in violin plots represent quartiles. In EV5D, the box plot’s central band marks the median, boxes mark the first and third quartiles, and whiskers extend the boxes to the largest value no further than 1.5 times the interquartile range. Data was analyzed with the Wald test. ns, *P* > 0.05; *P < 0.05; **P < 0.01; ***P < 0.001.

However, Mitol deletion upregulated ER stress-mediated apoptosis in HSCs (Fig. 3), which may be one possible explanation of BM failure in Mitol^Δ/Δ^ mice (Fig. 2). Although MITOL resides on the outer membrane of mitochondria, it was reported to restrict ER stress through the ubiquitination of IRE1α (Takeda et al, 2019). Indeed, our data suggest that MITOL is involved in the regulation of ER stress-mediated apoptosis through IRE1α-XBP-1s axis (Figs. 5 and 6). However, the mechanism of how ER stress was initiated in Mitol^Δ/Δ^ HSCs is still unclear. Given the suppressive effect of MITOL on ER stress response through ubiquitinating IRE1α, Mitol deletion may lead to the accumulation of IRE1α, thereby amplifying ER stress response or enhancing the sensitivity against unfolded or misfolded proteins (Mohrin et al, 2015; Senft and Ronai, 2015). After the transplantation of BM cells, the chimerism of Mitol^Δ/Δ^ cells within PB was largely decreased compared with that of control cells (Fig. 2), but Mitol deletion after generating Mitol^Flox/Flox^ BM-chimera mice exerted milder effect on the chimerism of Mitol^Δ/Δ^ cells. Since protein synthesis is generally promoted under proliferative conditions such as after transplantation (Signer et al, 2014), this greater effect of Mitol deletion after the transplantation may support the possibility that Mitol deletion further enhanced ER stress response. Therefore, MITOL seems to be essential to appropriately regulate ER stress response in HSCs, probably maintaining hematopoietic homeostasis. Definitely, other studies have reported the potential of MITOL function in neurodegenerative diseases and aging (Yonashiro et al, 2009, 2012; Park et al, 2010), which support the hypothesis that MITOL contributes to the maintenance of homeostasis in tissues through preventing cell death and aging. However, since the regulatory mechanism(s) of MITOL expression or activation in HSCs remain unclear, clarifying this will help to better understand the role of interaction between ER and mitochondria during the maintenance of HSCs or hematopoietic homeostasis under physiological conditions.

There are three major pathways upon response to ER stress and sensing UPR, which are IRE1α, PERK and ATF6 pathways (Kadowaki and Nishitoh, 2013). Our data showed that the inhibition of IRE1α partially reduced Mitol deletion-induced apoptosis, suggesting the possibility that the other two pathways may also contribute to Mitol deletion-induced apoptosis through ER stress response. To date, PERK signaling was recently demonstrated to be essential for reprogramming HSPCs to commit to myeloid-derived suppressor cells (MDSC) differentiation (Liu et al, 2022). In addition, dysfunction of ATF6 was reported to loss the ER quality control in mammalian cells (Yamamoto et al, 2007). However, the precise molecule triggering these three pathways on HSCs still remains unclear. In addition, BAX and BAK, proteins involved in mitochondrial permeabilization, are associated with IRE1 signaling to facilitate cellular apoptosis (Hetz et al, 2006) in a CHOP-dependent manner (Lin et al, 2007; Cheng et al, 2001). 

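Among the 20 genes of Fig. EV5D, 20 were higher in MitolΔ/Δ HSCs and 11 were past the threshold of edgeR's quasi-likelihood test, or 18 adjusted over the list alone, which is not independent evidence since the study chose the genes on these libraries. Cycs, which encodes cytochrome c, had normalized counts of 151 ± 52.5 in MitolΔ/Δ HSCs and 66.4 ± 9.40 in control HSCs, a log2 fold change of 1.16 (standard error 0.26, adjusted p = 0.0217, 4 of 4 libraries). Mapk11 had 141 ± 58.01 in MitolΔ/Δ HSCs and 30.9 ± 7.67 in control HSCs, a log2 fold change of 2.16 (standard error 0.30, adjusted p = 0.00398, 4 of 4 libraries). Nfkbia had a log2 fold change of 0.40 (standard error 0.26, adjusted p = 0.344, 2 of 4 libraries), and Nfkb1 a log2 fold change of 0.14 (standard error 0.082, adjusted p = 0.292, 3 of 4 libraries). A list of 49 interferon-stimulated genes scored 498 ± 90.9 in MitolΔ/Δ HSCs and 494 ± 55.8 in control HSCs (2-sided exact permutation test, p = 1.00, 1.00 adjusted over the 24 lists). NF-κB targets scored 600.5 ± 130.3 in MitolΔ/Δ HSCs and 492 ± 79.6 in control HSCs (2-sided exact permutation test, p = 0.286, 0.327 adjusted over the 24 lists), and p53 targets 311 ± 35.5 in MitolΔ/Δ HSCs and 270.5 ± 32.3 in control HSCs (2-sided exact permutation test, p = 0.200, 0.253 adjusted over the 24 lists). Of 33 tested p53 targets, 3 were past the threshold upwards and 0 downwards, and the list was not called (camera, adjusted p = 0.106). Cdkn1a had a log2 fold change of 1.99 (standard error 0.41, adjusted p = 0.0170, 4 of 4 libraries) by edgeR's quasi-likelihood test.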

Although Mitol deletion did not induce major impairment of mitochondrial function, it is still unclear whether BAX/BAK can coordinate the downstream pathways between ER and mitochondria to regulate cell fate upon Mitol deletion in HSCs (Fig. EV5C,D).

In this study, we found that MITOL is essential for HSC survival and maintenance of hematopoietic homeostasis through regulating ER stress. It is interesting that Mitol deletion affects ER functions more so than the mitochondria, despite the residential advantage of MITOL on the mitochondrial outer membrane. Our findings provided an example of how organelle interactions such as the association between ER and mitochondria controls HSC maintenance. Recently, there are increasing reports regarding organelle interactions (Saminathan et al, 2022), which play a key role in the regulation of biological processes. Thus, our finding shed a light to the novel field regarding the relationship between organelle interactions and HSC regulations.

## Methods

### Mice

Mitol^Flox/Flox^ mice were crossed with MX1-cre +/− mice to obtain Mitol^Flox/Flox^; MX1-cre +/− mice. These mice were intraperitoneally injected with polyinosinic-polycytidylic acid (Poly:IC, Invivogen, 200 mg/kg body weight, thrice every other day) to induce cre-mediated recombination and were considered as Mitol^Δ/Δ^ following PCR confirmation of Mitol gene deletion. Poly:IC injection schedule was adjusted to analyze the mice at around 8–12 weeks of age. Mitol^Flox/Flox^; MX1-cre −/− littermates were similarly injected with Poly:IC and were considered as Mitol^Flox/Flox^ control mice. All experiments related to mice were performed according to the guidelines of Kumamoto University animal use.

### Bone marrow and peripheral blood analysis

Total bone marrow (BM) cells were obtained by flushing femur and tibia bones with Dulbecco’s Modified Eagle Medium (DMEM, Sigma) containing 10% fetal bovine serum (FBS, Biowest). Nucleated cells were counted after treating the BM cells with Turk’s solution. Peripheral blood was collected from the eyeball and analyzed by automatic hematology analyzer. To identify different HSPC population, BM cells were stained with fluorescence-conjugated antibodies against different cell surface markers and analyzed by flow cytometry. Following antibodies were used: c-Kit (2B8, PE-Cy7; BD Biosciences), Sca1 (E13-161.7, FITC; eBioscience), CD150 (TC15-12F12.2, BV-421; BioLegend), CD48 (HM48-1, APC-Cy7; BioLegend), EPCR (eBio1560, APC; eBioscience), Ter-119 (TER-119, PerCP-Cy5.5; BD Biosciences), CD4 (GK1.5, PerCP-Cy5.5; BD Biosciences), CD8a (53-6.7, PerCP-Cy5.5; BD Biosciences), B220 (RA3-6B2, PerCP-Cy5.5; BD Biosciences), Gr-1 (RB6-8C5, PerCP-Cy5.5; BD Biosciences), Mac-1 (M1/70, PerCP-Cy5.5; BD Biosciences). Cell population was identified as the following definition: HSPCs (Lineage- c-Kit+ EPCR + , LEK), MPPs (LEK, CD48 + ), ST-HSC (LEK, CD48- CD150-), and LT-HSC (LEK, CD48− CD150 + ). Flow cytometric analysis was performed with BD FACSCantoTM II and Flowjo software ver.10 was used for data analysis.

### Transplantation

Transplantation experiments were performed following the previously described method (Hashimoto et al, 2021). Briefly, C57BL/6 Ly5.1 mice were used as recipients. These mice were lethally irradiated and the following day transplanted with 1 × 10^6^ test BM cells (Ly5.2) along with 1 × 10^6^ competitor cells (Ly5.1). Reconstitution of PB and BM population with transplanted cells were analyzed by flow cytometry at different time points as mentioned in the results section. To analyze chimerism maintenance potential, total BM cells were transplanted without prior Poly:IC induction. Six weeks post transplantation the mice were injected with Poly:IC to induce Cre-mediated knockout of Mitol gene. These mice were similarly analyzed for PB and BM reconstitution using flow cytometry.

### Mitochondrial metabolism analysis

Mitochondrial membrane potential (MMP) and mitochondrial superoxide production of HSPCs were determined respectively with Mitoprobe JC-1 assay kit (Thermo Fisher Scientific) and MitoSOX Red Mitochondrial Superoxide Indicator (Thermo Fisher Scientific), following the manufacturer’s instructions.

Mitochondrial respiration of LSK cells was performed in Seahorse XF HS Mini Analyzer (Agilent Tech.) following the manufacturer’s protocol with necessary optimization. For final analysis, 50,000 LSK cells were seeded in each test well and Mito Stress Test was run with 1.5 µM Oligomycin, 5.0 µM FCCP, and 1.0 µM Rot/AA. For LSK cell sorting, firstly c-Kit^+^ cells were enriched from whole BM cells by using autoMACS Pro Separator (Militenyl Biotec) following the treatment with magnetic beads conjugated anti-c-kit antibody (Militenyl Biotec). After c-Kit^+^ cell-enriched fraction was then stained with corresponding antibodies for Sca1, c-Kit, and Lineage markers as described above, LSK cells (Lineage^−^ Sca1^+^ c-Kit^+^) were sorted by using MoFlo XDP Cell Sorter (Beckman Coulter).

### Intracellular marker staining

To detect intracellular cell markers related to ER stress pathway, cells were treated with BD Cytofix-Cytoperm solution to permeabilize the cell membrane. After that, cells were incubated with antibodies against XBP-1s (CST) and pEIF2a (CST) diluted in 1× BD Wash buffer, and analyzed in FACS Canto II. For cell cycle analysis, similar procedure was followed for staining with anti-Ki67 antibody, with additional Hoechst33342 incubation as the final step before flow cytometry.

### Cell culture and apoptotic cell detection

To assess cellular apoptosis, LT-HSCs were sorted and cultured for 36 hours before staining with Annexin V - APC probe (BD Pharmingen). For LT-HSC sorting, total bone marrow cells were first enriched with anti-c-kit MACS beads using autoMACS Pro Separator (Militenyl Biotec). This c-Kit enriched cell fraction was then stained with HSC surface markers as mentioned earlier and LT-HSCs were sorted using MoFlo XDP Cell Sorter (Beckman Coulter). Cells were directly sorted into 96-well U-bottomed plates containing S-Clone SF-03 culture medium (EIDIA) supplemented with 10 ng/ml mouse stem cell factor (R&D systems, Minneapolis, MN) and 100 ng/ml mouse thrombopoietin (R&D systems) and 0.5% fatty acid -free bovine serum albumin (BSA) (Proliant Biologicals, Ankeny, IA). Annexin V staining (BD Pharmingen) was done following the protocol provided by the manufacturer.

### ER stress inhibitor

Murine HSCs were collected and cultured following the methods described above in Cell culture section. Briefly, 1000/well LT-HSCs were sorted into 96-well U-bottomed plate, containing S-Clone SF-03 culture medium (EIDIA) supplemented with 10 ng/ml mouse stem cell factor (SCF) (R&D systems, Minneapolis, MN) and 100 ng/ml mouse thrombopoietin (TPO) (R&D systems) and 0.5% fatty acid -free bovine serum albumin (BSA) (Proliant Biologicals, Ankeny, IA). Subsequently, KIRA6 (Selleckchem; S8658), an ER stress inhibitor, were added into cultured LT-HSCs with final concentrations of 0.03 μM and 0.1 μM, respectively. After incubation at 37 °C for 20 h, cells were collected and stained with PI and Annexin V - APC probe (BD Pharmingen) following the protocol provided by the manufacturer. Apoptotic populations were detected and analyzed by flow cytometry Aria IIIu (BD Sciences).

### RNA-seq

As described previously (Umemoto et al, 2018), 100 sorted HSCs were lysed followed by first-strand cDNA synthesis using PrimeScript RT reagent kit (Takara) and not-so-random primers. Subsequently, the second strand was synthesized using Klenow Fragment (3’–5’ exo-; New England Biolads). After purification of the double-stranded cDNA, the library for RNA-seq was prepared by a Nextera XT DNA sample Prep Kit (Illumina), according to the manufacturer’s instruction. The prepared library was sequenced on a Next-Seq system (Illumina) at 75 bp of single-end read.

### Data analysis of RNA-seq

The FASTQ files containing raw bulk RNA-seq reads were aligned to mouse reference genome (mm39) using Spliced Transcripts Alignment (STAR) pipeline (Dobin et al, 2013), the generated BAM files were then merged using samtools and transcripts were counted using subread package. The output count matrix was imported into R package DESeq2 for downstream analysis. DESeq2 object was created using DESeqDataSetFromMatrix function of DESeq2 package, and differential gene expression analysis based on the negative binomial distribution was performed using DESeq function, with wild-type group set as the reference. Next, the output list containing differentially expressed genes (DEGs) was used for biological pathway analysis. Software information is shown in Table EV2.

### Differential gene expression analysis

A DESeq2 object was generated using the DESeqDataSetFromMatrix function from the DESeq2 package (Love et al, 2014). DESeq2 employs size factor normalization to address variations in sequencing depth among samples and correct for library-specific biases. The size factors are computed for each sample, based on the median ratio of observed read counts to the geometric mean of gene-specific counts. Subsequently, the raw counts for each gene in every sample are adjusted by dividing them by their corresponding size factors (i.e., library size adjustment), and the adjusted counts are then log-transformed. Following the normalization step, differential gene expression analysis using the negative binomial distribution by the Wald test was conducted using the DESeq function, with the wild-type group designated as the reference. The resulting list of differentially expressed genes (DEGs) was further utilized for biological pathway analysis.

### Unsupervised biological pathway analysis

The genes from the DEGs list were ranked based on their difference size (DS) score, defined as their “log_2_FoldChange” multiplied by “minus log_10_Adjusted *P* value”. Next, top-500 upregulated and top-500 downregulated genes (with positive and negative DS, respectively) were imported into Enrichr, a web-based tool (Xie et al, 2021), to identify the enriched biological pathways, in an unsupervised manner. Finally, a curated list of enriched pathways was visualized as previously described (Bonnot et al, 2019).

### Pathway gene set score quantification

The gene list for each Gene Ontology (GO) term of interest was obtained from Mouse Genome Informatics (MGI), their average expression (gene set score) was calculated using normalized count values in each sample, and statistically compared across the two experimental conditions by Welch two-sample *t* test. A difference with *P* value less than 0.05 was considered as statistically significant.

### Blood cell analysis

Peripheral blood was collected by retro-orbital bleeding under anesthesia, and complete blood cell counts were performed using an automated hematology analyzer, pocH-100i V Diff (Sysmex).

### Measurement of glucose uptake

According to the manufacturer’s instructions of Glucose Uptake Assay Kit-Green (DOJINDO LABORATORIES, Kumamoto, Japan), c-Kit^+^ cells enriched by AutoMACS pro (Miltenyi Biotec, North Rhine-Westphalia, Germany) were cultured with Glucose Uptake Probe-Green at 37 °C for 30 min following pre-culture at 37 °C for 15 min. After staining for the identification of LT-HSCs, the potential for glucose uptake was assessed based on the fluorescence intensity of glucose probe using a flow cytometer.

### Flow cytometric analyses for ATF4

Prior to staining with anti-ATF4 antibody (Novus Biologicals, Centennial, CO), we labeled the antibody by using Zenon Rabbit IgG Labeling Kits (Thermo Fisher Scientific Inc., Waltham, MA). To cell fixation and permeabilization, we used a PerFix EXPOSE kit (Beckman Coulter) according to the manufacturer’s instructions.

### RNA extraction and quantitative PCR

Total RNA from LT-HSCs was extracted using ISOGEN (Wako). Reverse transcription was performed using a PrimeScript RT reagent Kit (TaKaRa) following the manufacturer’s instruction. Gene expression was determined using Luna Universal qPCR Master Mix (BioLabs) using Roche LightCycler96 system. Data was normalized relative to *Rps18*. The primer sequences used are listed in Table EV1. To detect spliced Xbp1 (Xbp-1s), we employed RamDA-RT with minor modifications as described previously (Umemoto et al, 2018) and Xbp-1s-specific TaqMan® MGB probe (Assay ID: Mm03464496_m1; Thermo Fisher Scientific Inc., Waltham, MA).

### Statistical analysis

Results are expressed as mean ± SEM/SD. Three-group comparisons were analyzed by one-way ANOVA and Holm–Sidak’s multiple-comparisons test. Two-group comparisons were carried out with the Welch’s two-sided *t* test. Statistical analyses were performed with Prism 8 (GraphPad). Significance levels of *P* values are shown as: ns, *P* > 0.05; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

## Supplementary information

Table EV1

Table EV2

Source Data Fig. 1

Source Data Fig. 2

Source Data Fig. 3

Source Data Fig. 4

Source Data Fig. 5

Source Data Fig. 6

Peer Review File

Expanded View Figures

## Data Availability

RNA-seq data is available to the public (GSE240788). See GEO accession GSE240788 for review.

# Supplementary material for: MITOL deficiency triggers hematopoietic stem cell apoptosis via ER stress response
**Source:** EMBO J. 2024 Jan 18;43(3):2. doi: 10.1038/s44318-024-00029-0
**Supplement:** Supplementary file 1 — Table EV1

**Table EV1**

Mouse primers sequence information for quantitative PCR is listed as below. 5’→3’

| *Bax* | Forward | CCGGCGAATTGGAGATGAACT |
| --- | --- | --- |
|  | Reverse | CCAGCCCATGATGGTTCTGAT |
| *Bak1* | Forward | GGAATGCCTACGAACTCTTCACC |
|  | Reverse | CAAACCACGCTGGTAGACGTAC |
| *Rps18* | Forward | CGGAAAATAGCCTTCGCCATCAC |
|  | Reverse | ATCACTCGCTCCACCTCATCCT |
| *Marchf5* | Forward | CCGCCTCTCAGTGCTATTGTC |
|  | Reverse | GCAAAGCACACCCAGCAAC |
| *Gapdh* | Forward | GACTTCAACAGCAACTCCCAC |
|  | Reverse | TCCACCACCCTGTTGCTGTA |

# Supplementary material for: MITOL deficiency triggers hematopoietic stem cell apoptosis via ER stress response
**Source:** EMBO J. 2024 Jan 18;43(3):2. doi: 10.1038/s44318-024-00029-0
**Supplement:** Supplementary file 2 — Table EV2

**Table EV2**

Software and algorithms.

| Software | Version | Source |
| --- | --- | --- |
| STAR | 2.7.10a | https://anaconda.org/bioconda/star |
| samtools | 1.10 | https://anaconda.org/bioconda/samtools |
| subread | 2.0.0 | https://anaconda.org/bioconda/subread |
| RStudio | 2022.07.1+554 | https://www.rstudio.com/ |
| R | 4.1.2 | <https://www.r-project.org/> |
| pheatmap | 1.0.12 | https://cran.r-project.org/web/packages/pheatmap/index.html |
| ggplot2 | 3.3.6 | https://cran.r-project.org/web/packages/ggplot2/index.html |
| DEseq2 | 1.36.0 | https://bioconductor.org/packages/release/bioc/html/DESeq2.html |
| EnhancedVolcano | 1.14.0 | https://bioconductor.org/packages/release/bioc/html/EnhancedVolcano.html |
| Enrichr | 3.1.0 | https://maayanlab.cloud/Enrichr/ |

# Supplementary material for: MITOL deficiency triggers hematopoietic stem cell apoptosis via ER stress response
**Source:** EMBO J. 2024 Jan 18;43(3):2. doi: 10.1038/s44318-024-00029-0
**Supplement:** Supplementary file 10 — Expanded View Figures

## Expanded View Figures

**Figure EV1. Features of Mitol<sup>ΔΔ</sup> HSCs.**

(A) Peripheral blood populations after 1 weeks of Poly:IC induced Mitol deletion ( $n = 3$ ). (B) PCA analysis of RNA-seq generated from murine control and Mitol<sup>ΔΔ</sup> HSCs after 1 week post Poly:IC induction. (C) Heatmap of top 100 DEGs from RNA-seq analysis. (D, E) Cell cycle analysis of HSPCs 1 week post Poly:IC induction shown by FACS (D) and cell percentage at different cell cycle stages shown in (E) ( $n = 3$ ). Data Information: Data represent mean  $\pm$  SEM with two-tailed unpaired Student's  $t$  test. ns,  $P > 0.05$ ; \* $P < 0.05$ ; \*\* $P < 0.01$ .

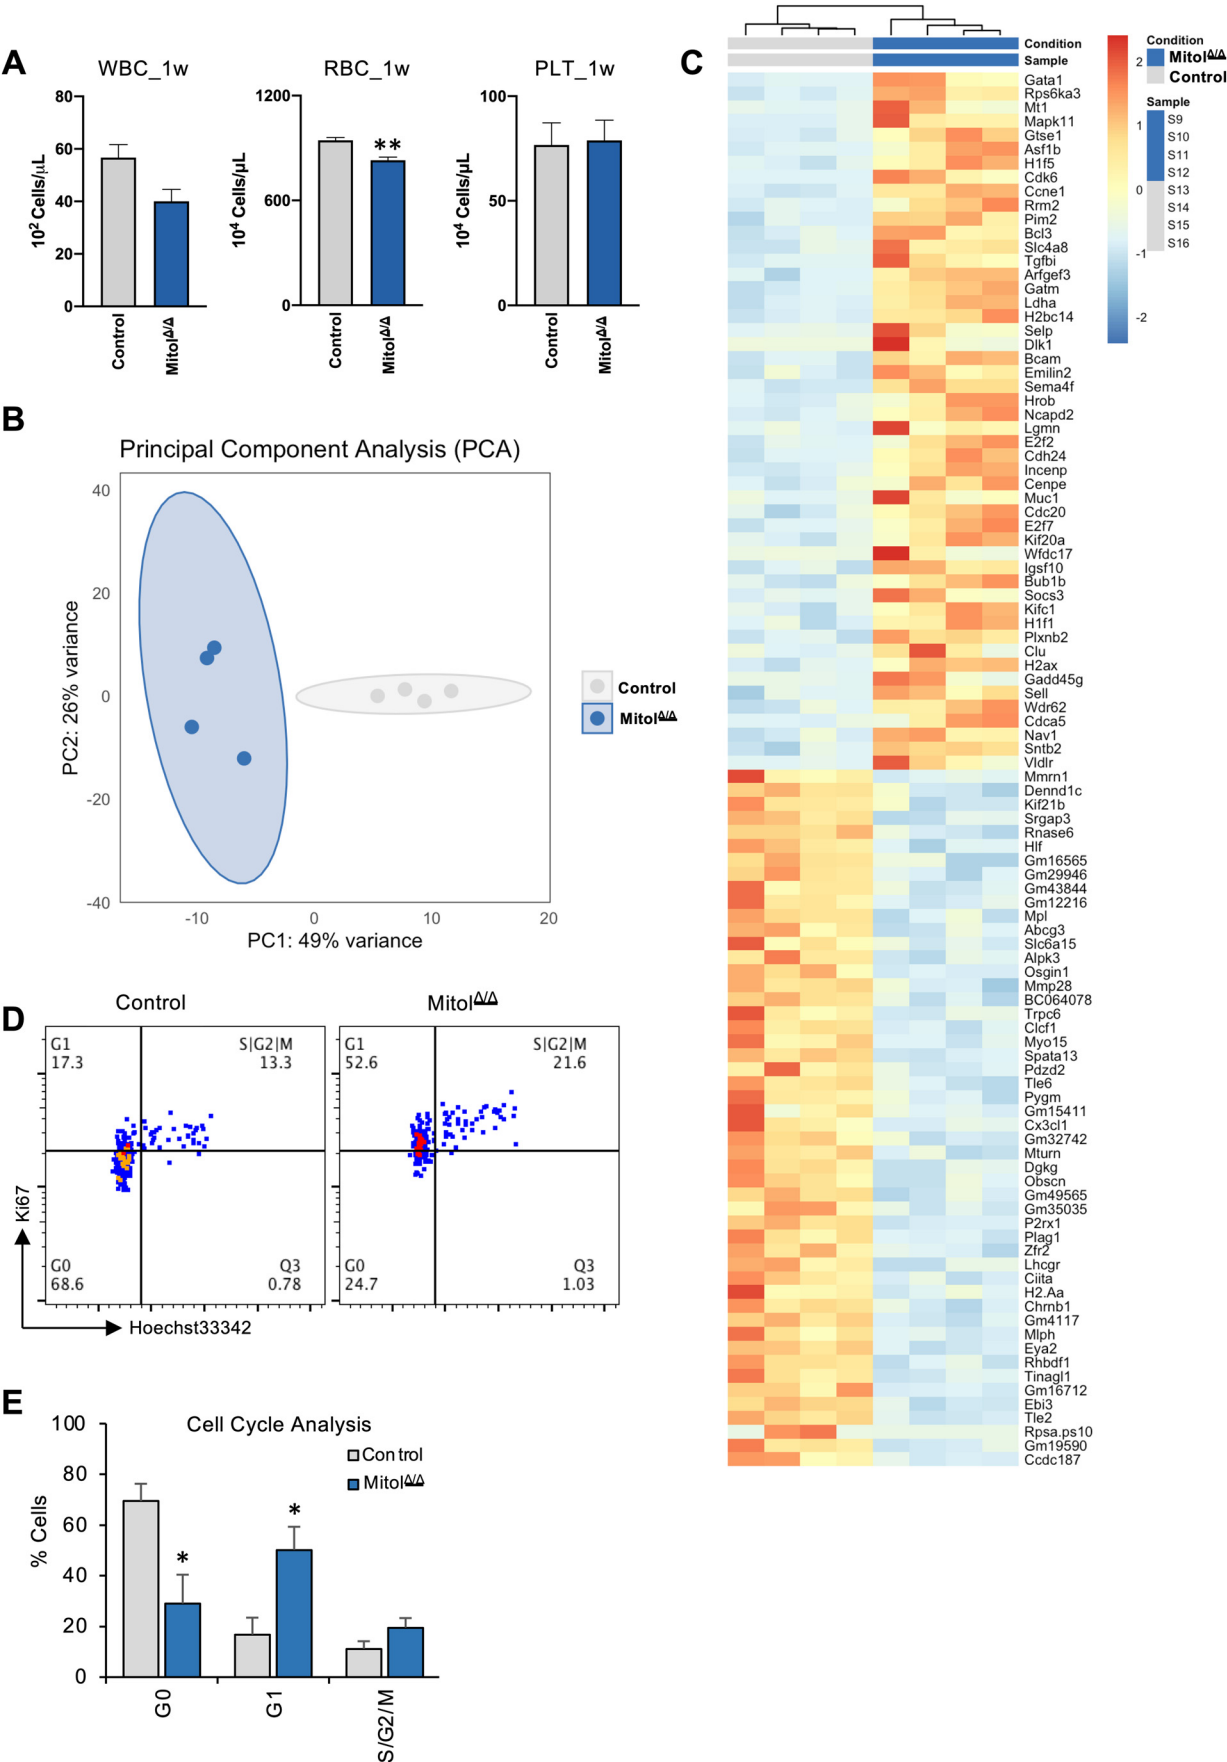

**A** Intrinsic apoptotic signaling pathway in response to ER stress (61g)

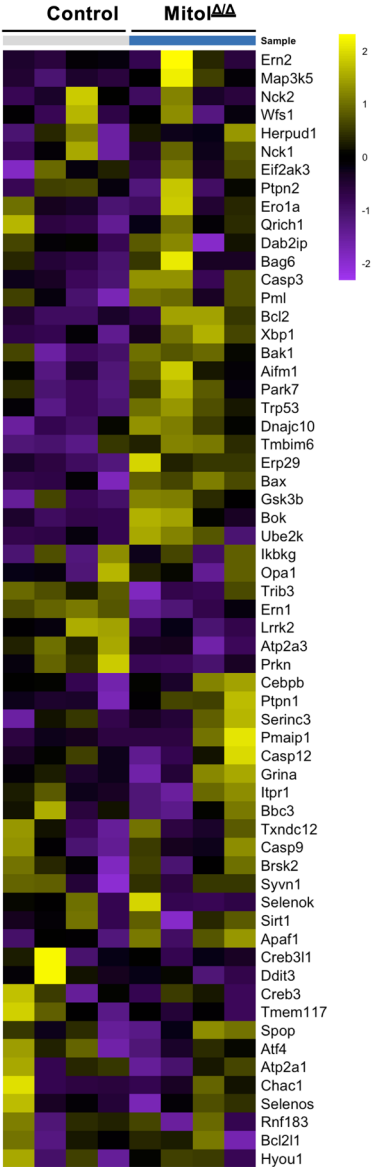

**B** Apoptosis response to mitochondrial dysfunction (64g)

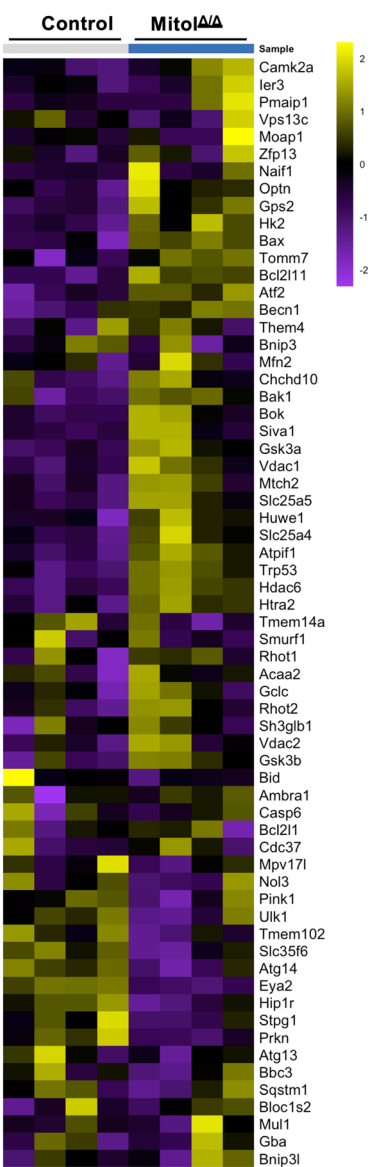

**C**

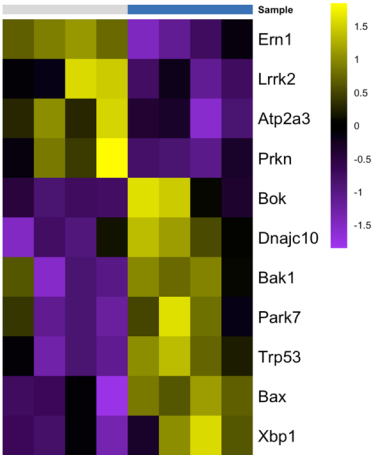

P < 0.05

**D**

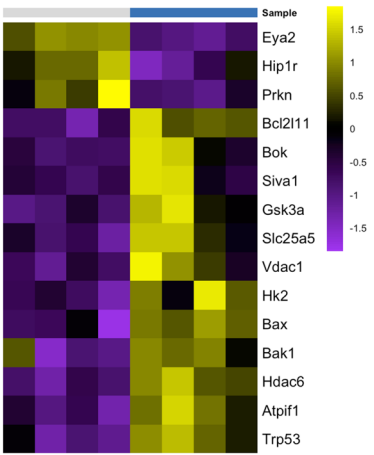

P < 0.05

**Figure EV2. Genes involved in ER and mitochondrial-regulated apoptosis.**

(A–D) Heatmaps of Intrinsic apoptotic signaling pathway in response to ER stress (A) with significantly upregulated genes (C) and apoptosis response to mitochondrial dysfunction (B) with significantly upregulated genes (D). Data Information: Data was analyzed with the Wald test.

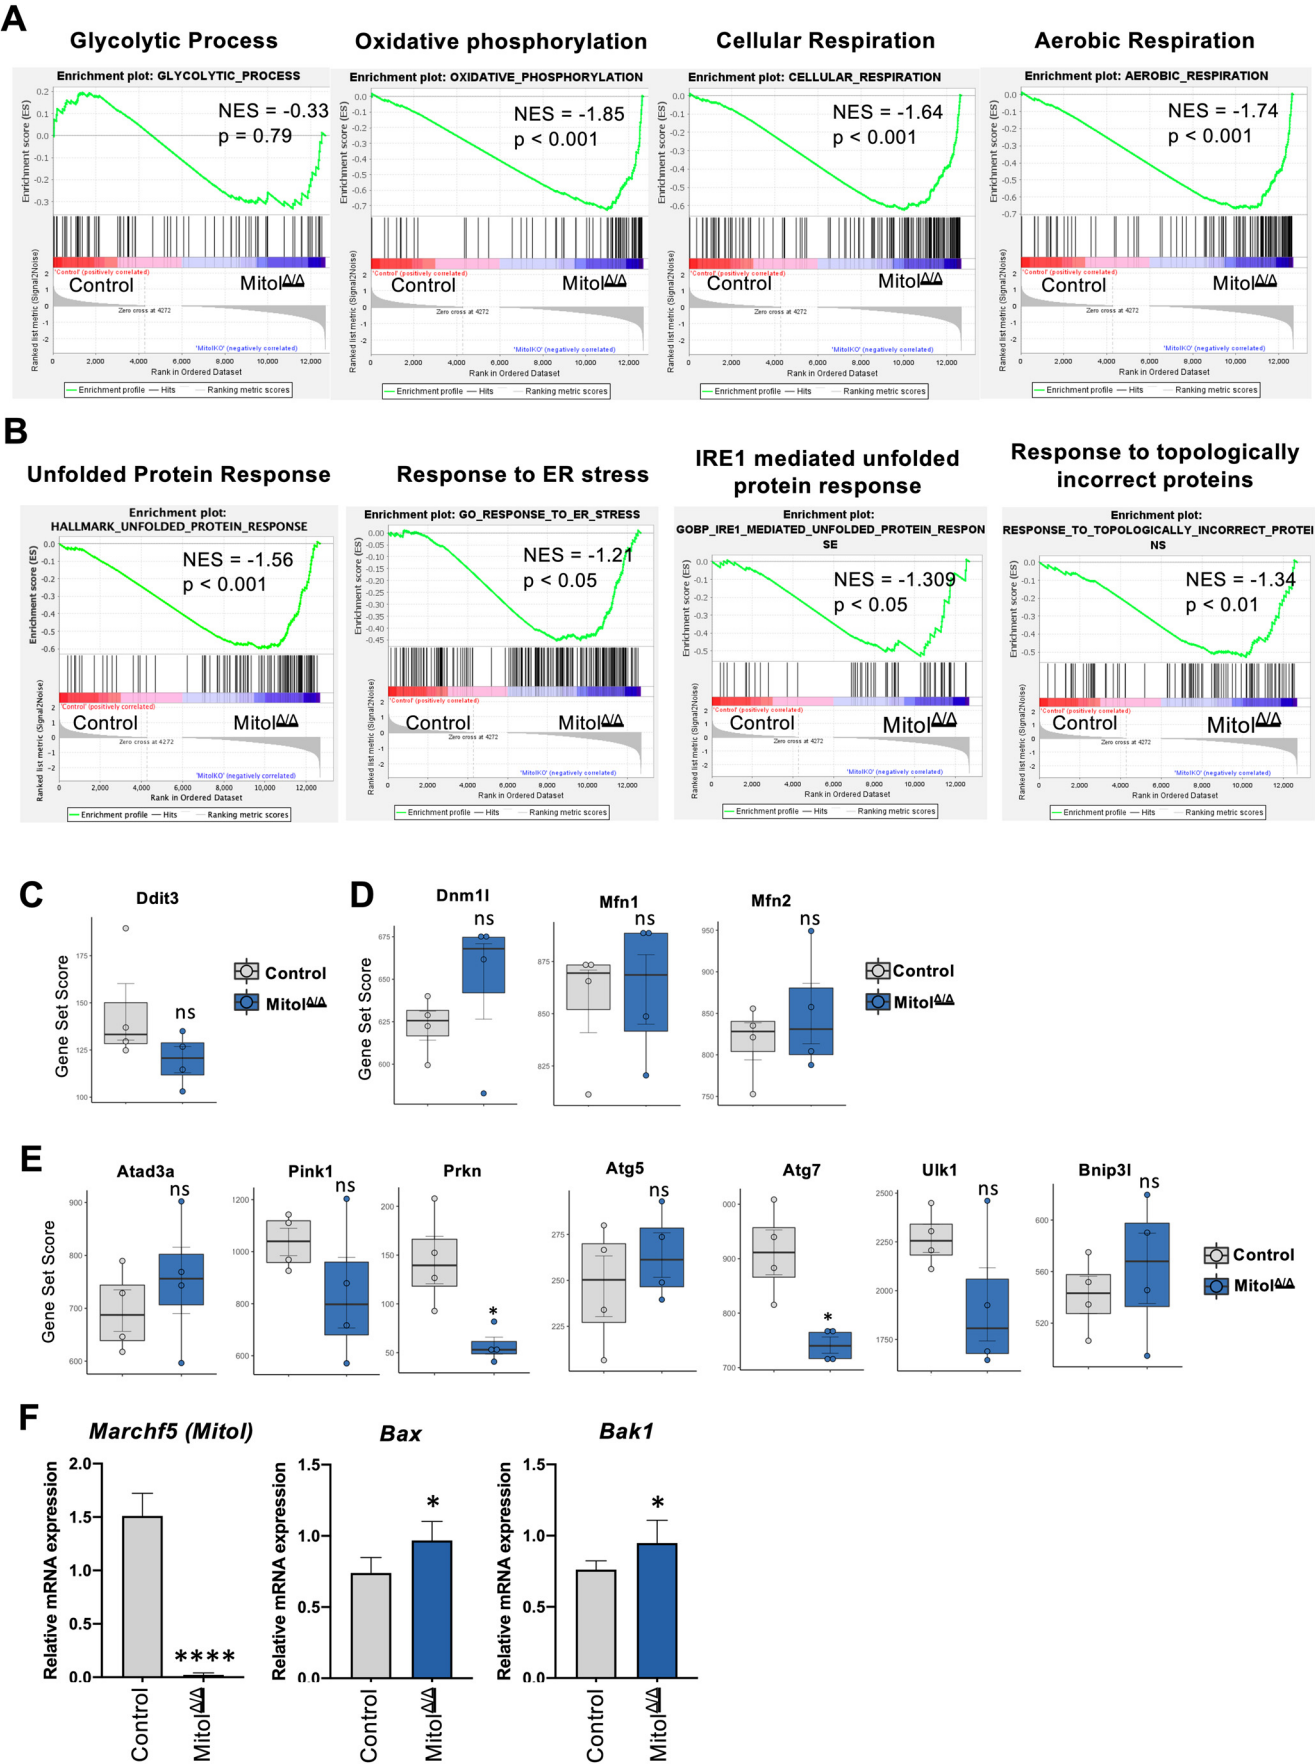

**Figure EV3. Mitol involvement in mitochondrial function and mitophagy.**

(A, B) GSEA analysis of metabolic genes involved in ER and mitochondrial activity. (C) Gene encoding CHOP ( $n = 4$ ). (D) Genes encoding DRP1, MFN1 and MFN2, respectively, which are involved in mitochondrial fusion and fission ( $n = 4$ ). (E) Genes which are involved in Pink-Parkin mediated mitophagy pathway ( $n = 3$ ). (F) RT-qPCR analysis showing genes expression levels in murine LT-HSC after 1 week of Poly:IC injection ( $n = 5$ ). Data Information: In EV3A, B,  $P$  value of the normalized enrichment score (NES) was analyzed with an empirical phenotype-based permutation test. In EV3C-E, the box plot's central band marks the median, boxes mark the first and third quartiles, and whiskers extend the boxes to the largest value no further than 1.5 times the interquartile range. Gene Set Score was analyzed with the Wald test. In EV3F, data represent mean  $\pm$  SEM with two-tailed unpaired Student's  $t$  test. ns,  $P > 0.05$ ; \* $P < 0.05$ ; \*\*\*\* $P < 0.0001$ .

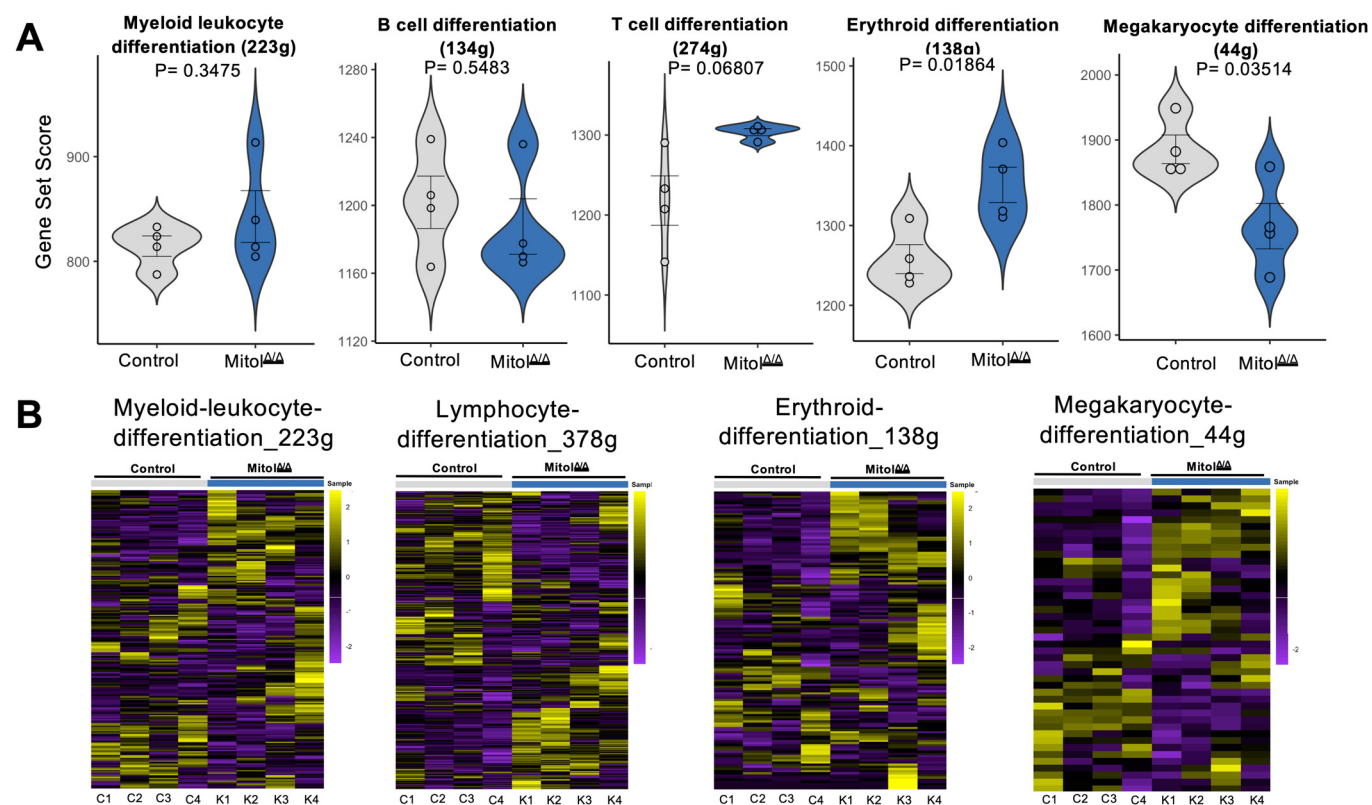

**Figure EV4. Distribution of lineage programming of Mitol $\Delta\Delta$  HSCs shown in RNA-seq analysis.**

(A, B) Distribution of lineage programs in Mitol $\Delta\Delta$  HSCs 1 week post Poly:IC induction was shown in (A) Violin plots and heatmaps (B) by RNA-seq analysis ( $n = 4$ ). Data Information: In EV4A, horizontal lines in violin plots represent quartiles. Data was analyzed with the Wald test.

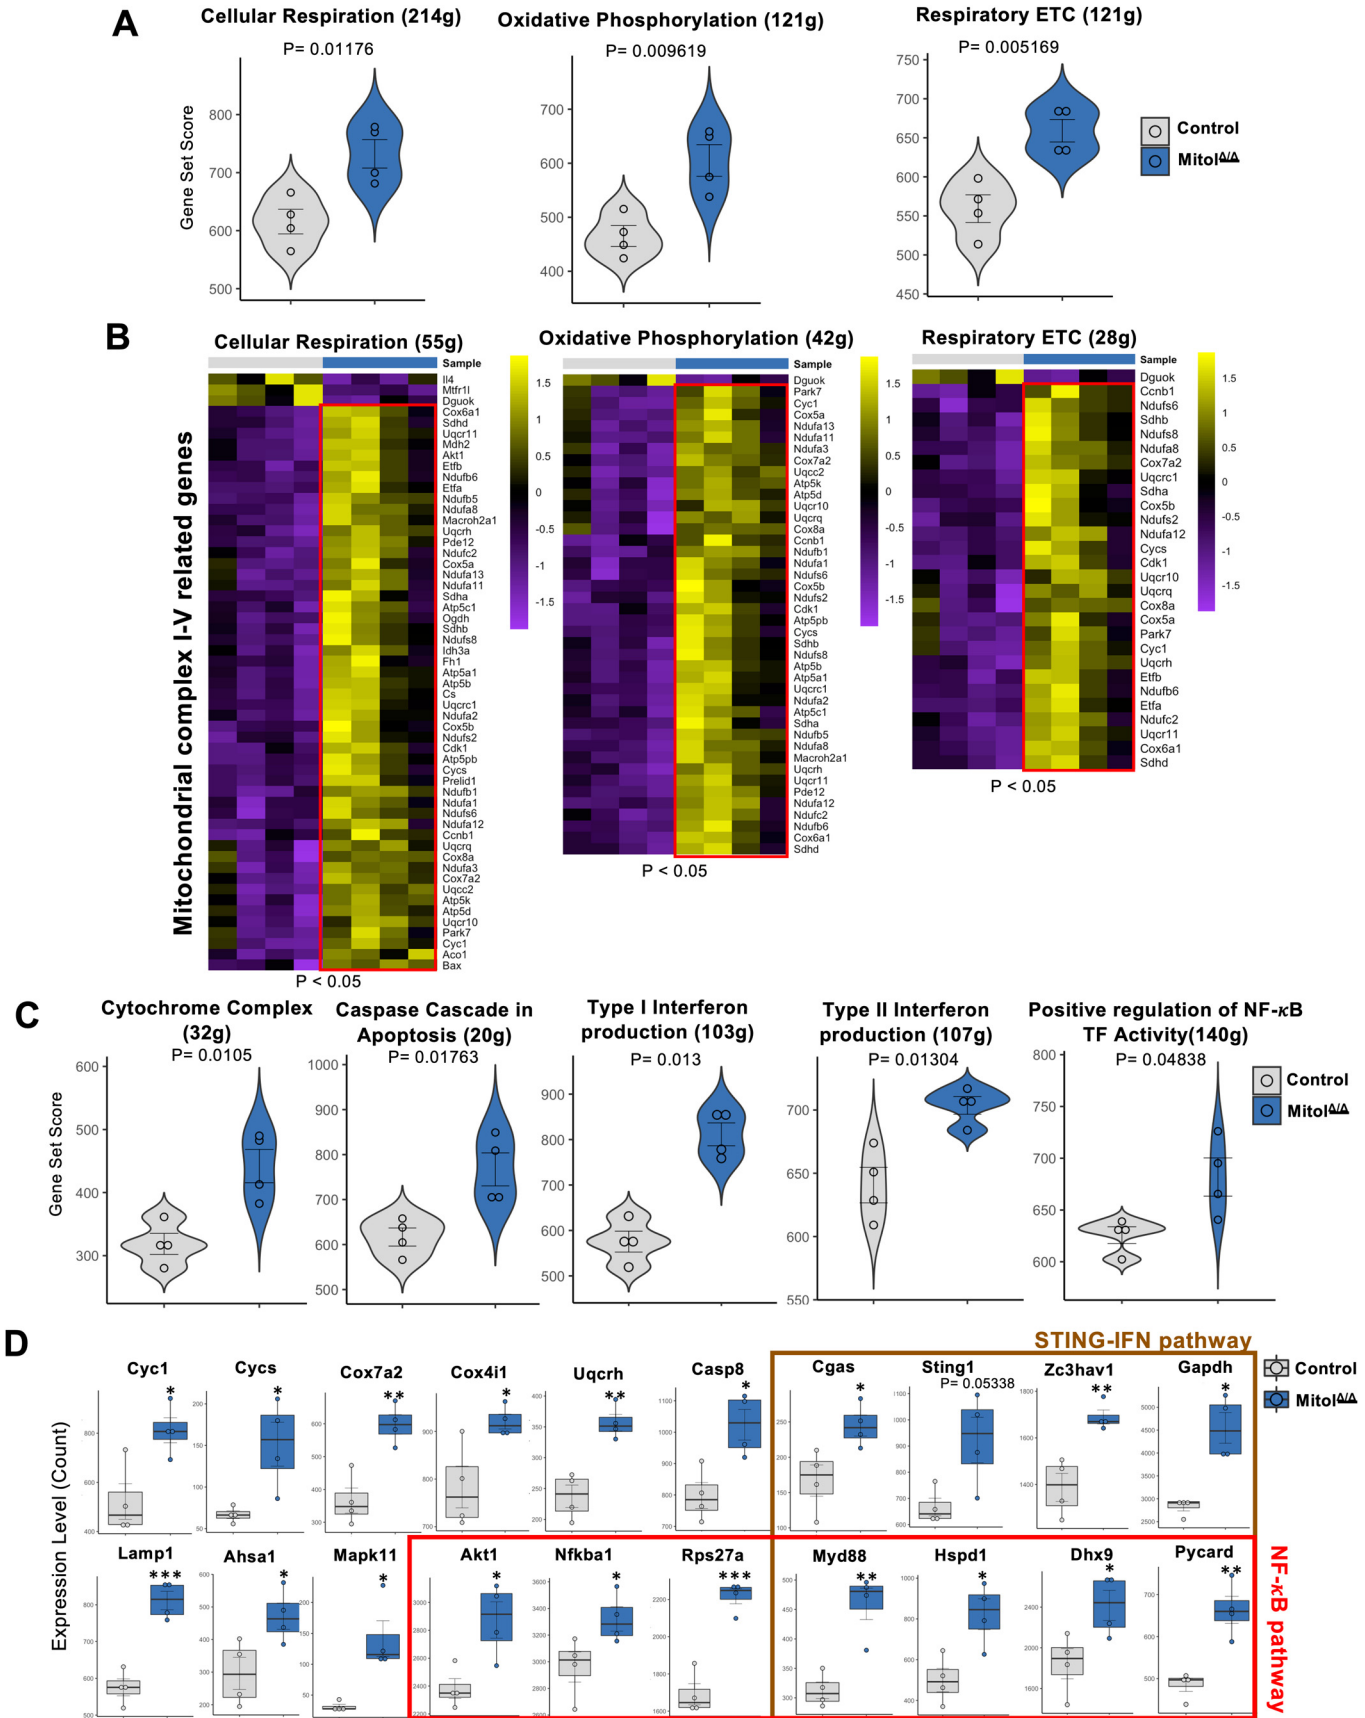

◀ **Figure EV5. Enhanced mitochondrial respiration by Mitol regulates apoptotic pathways.**

(A) Violin plots showed enhanced mitochondrial respiration in Mitol<sup>ΔΔ</sup> HSCs ( $n = 4$ ). (B) Heatmaps showed significantly upregulated genes in mitochondrial respiration caused by Mitol depletion. Red box highlights genes encoding mitochondria complex I-V. (C) Violin plots showed activated pathways associated with enhanced mitochondrial metabolism in Mitol<sup>ΔΔ</sup> HSCs ( $n = 4$ ). (D) Box plots showed significantly upregulated genes involved in pathways shown in violin plots (C) ( $n = 4$ ). Borrow color highlights genes involved in STING-IFN pathway and red color highlights genes involved in NF- $\kappa$ B pathway. Data Information: In EV5A,C, horizontal lines in violin plots represent quartiles. In EV5D, the box plot's central band marks the median, boxes mark the first and third quartiles, and whiskers extend the boxes to the largest value no further than 1.5 times the interquartile range. Data was analyzed with the Wald test. ns,  $P > 0.05$ ; \* $P < 0.05$ ; \*\* $P < 0.01$ ; \*\*\* $P < 0.001$ .

How the deposited data were processed for this re-analysis (not part of the article)

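RNA-seq was done on 8 libraries of 100 sorted HSCs each, 4 from MitolΔ/Δ and 4 from control mice, 1 week after Poly:IC. The authors aligned single-end reads of 75 bp with STAR to mm39, merged alignment files with samtools and counted reads per gene with subread, and deposited the counts without normalization. The annotation and the strand setting of the counting are not named in the paper's text. The deposited count table holds 23094 rows, each with at least 11 counts over the libraries, so genes with fewer are absent. Of these rows, 1029 carry no gene symbol, between 0.335% and 0.467% of a library's counts, and stayed out of library sizes and tests. Of 22065 named genes, 21526 matched a symbol of GENCODE vM39, from which positions on GRCm39 were taken.

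The count test was the quasi-likelihood test of edgeR (version 4.0.16) with TMM normalization, the default expression filter and Benjamini-Hochberg adjustment, at an adjusted p-value under 0.05. It covered 16444 genes, with condition as the sole term. Normalized counts are counts divided by the size factors of DESeq2 (version 1.42.0), and a gene set score is their mean over a list, as in the paper. Scores and single genes were compared by 2-sided exact permutation tests over 70 arrangements. Lists were tested with camera of limma (version 3.58.1) at a preset correlation of 0.01, on log2 CPM with a prior count of 2. Reactome lists of fgsea (version 1.28.0) with 10 to 500 tested genes, 815 in all, were tested likewise. Principal components used blind variance-stabilized values of the 500 most variable genes.

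The intrinsic apoptosis, permeability and depolarization lists of Fig. 3D and 3G came from the paper's source data. Those of S and G2/M phase came from Seurat (version 5.3.0). The rest were written from general knowledge. All lists were set before the data were examined. Lists of ribosomal proteins and mitochondrially encoded mRNAs scored 2566 ± 97.6 in MitolΔ/Δ HSCs and 2261 ± 213 in control HSCs (2-sided exact permutation test, p = 0.0286, 0.0762 adjusted over the 24 lists) and 4016 ± 866 in MitolΔ/Δ HSCs and 3241 ± 467 in control HSCs (2-sided exact permutation test, p = 0.171, 0.229 adjusted over the 24 lists). On the log2 scale, the ribosomal protein score had p = 0.0857 by the exact permutation test. Their mean log2 fold changes were 0.14 and 0.31 (camera, adjusted p = 2.3e-06 and 0.0238). Neither was called by fry. Markers of other cells were checked. Of 10 neutrophil, 8 B-lineage, 7 T-cell and 8 mast-cell and basophil genes, 6, 5, 2 and 1 are in the table, and 0, 0, 0 and 0 were past the threshold. Of 8 red-cell genes 1 was, Hbb-bt. Among sex markers, Xist had 58.2 and 49.2 normalized counts in MitolΔ/Δ and control HSCs (edgeR, adjusted p = 0.802).

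Genes to name were fixed in advance. They were Marchf5, the genes of the paper's figures, those with the 5 largest and smallest log2 fold changes and the 5 lowest p-values in each direction among genes past the threshold with separate groups and at least 50 mean normalized counts, list members past the threshold, and ER stress sensors. Genes of Fig. EV5B and a few listed under other observations were added after the values were seen.

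Alternatives covered normalization, the filter, DESeq2, limma-voom, the replicate number as a block, thresholds, other forms of the score, fry, an estimated correlation, and each library left out in turn. The fits were tested on simulated counts with 200 changed genes. These were drawn from the more abundant genes, with absolute log2 fold changes of at least 1. Counts were simulated with the dispersions that edgeR estimated from these libraries. Of the changed genes, edgeR recovered 88.5% among 16178 genes with 5.85% false calls, and DESeq2 95.5% among 16444 genes with 15.5%. The recovered shares do not apply to the smaller changes reported here. In simulated data camera called 2.50% and fry 6.00% of 200 unchanged lists at an unadjusted p-value under 0.05, where genes were drawn independently of each other. Library totals ran from 7214935 to 12398138. The 8 libraries and 100 cells per library limit precision, and reads without molecular identifiers are not independent molecules.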

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

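Within each group of 4 libraries, a library is given here where its gap to the nearest other library was a large part of the group's range. Of 160 groups of values tested, over 55 genes, 24 list scores and the library totals, 15 had such a library, where chance gives 8.00. Values are normalized counts, or for lists the mean of these, followed by the range of the other 3 libraries of the group.

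Control replicate 1 had Mfn1 at 311 against 365 to 374 and Slc4a1 at 13.2 against 0 to 0.898. Control replicate 2 had Cdk6 at 5177 against 5291 to 5302. Control replicate 3 had Mapk11 at 42.4 against 26.6 to 27.7. Control replicate 4 had Tgfbi at 195 against 429.9 to 466, Gapdh at 2561 against 2892 to 2946, Huwe1 at 10416 against 11791 to 12007, the depolarization score at 1137 against 1229.8 to 1242 and the B-cell score at 213 against 101.5 to 112. Without control replicate 4, the difference in the depolarization score was 97.3, that in the B-cell score was -9.23 against -35.6 with it, and the number of genes past the threshold was 510. No technical or biological explanation was tested for these values.

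MitolΔ/Δ replicate 1 had Bcl2l11 at 358 against 294 to 305. MitolΔ/Δ replicate 3 had Hlf at 4609 against 5807 to 5968, Hbb-bs at 1048 against 3.91 to 19.7 and Slc4a1 at 1387 against 0 to 2.08. MitolΔ/Δ replicate 4 had Dnm1l at 583 against 661 to 673 and Mapk11 at 227 against 106 to 121. Slc4a1 and Hbb-bs are red-cell genes, were chosen after their values were seen, and are weighed with the other observations. For the rest, no technical or biological explanation was tested.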

How the results depend on the processing

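The number of genes past the threshold was 1386, with 770 higher and 616 lower in MitolΔ/Δ HSCs. The genes changed by Mitol deletion numbered 2315 with DESeq2 (1350 higher, 965 lower), 4336 at an unadjusted p-value (2238 and 2098) and 400 with an absolute log2 fold change of at least 1 (216 and 184). The cause of the number with DESeq2 was not tested. Across the 8 fits that each left out one library it ran from 359 to 2501 genes, with 167 to 1482 higher and 192 to 1019 lower. The lowest count was without control replicate 2 and the highest without MitolΔ/Δ replicate 4. It was 1319 without control replicate 1, 811 without control replicate 3 and 510 without control replicate 4. Without MitolΔ/Δ replicates 1, 2 and 3 it was 565, 492 and 520. All 349 genes shared with the full set without control replicate 2 kept their direction.

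With library totals alone, 602 genes were higher and 829 lower, or 42.1% higher against 55.6%. With upper-quartile scaling, 594 were higher and 845 lower. The balance of higher and lower genes therefore depends on the scaling. Other filters, DESeq2's size factors and limma-voom gave 1257 to 1568 genes. Leaving out 5 rows of rRNA-derived reads, an alternative chosen after seeing the data, gave 1390.

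The replicate numbers do not pair the libraries. Same-numbered libraries deviated from their group means with correlations across genes of 0.0900, -0.108, 0.0831, 0.0742. With the number as a replicate block, 1652 genes were past the threshold, 957 higher and 695 lower, and no list changed its call.

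On the log2 scale, the exact permutation test of the permeability, depolarization and glycolysis scores gave differences of 0.14, 0.11 and 0.17 that no longer had an unadjusted p under 0.05. The same held for the gene set score of megakaryocyte (-0.29), the gene set score of long-term HSC (-0.24) and that of ribosomal proteins (0.17), and with z-scores for the first 2 of these (-0.45 and -0.58). The cause was not tested. For the fits that left out one library, only the differences in score are given, without a test. Those fits therefore leave no call of a score to judge. Differences in score over the fits that left out one library were 43.4 to 73.5 for intrinsic apoptosis, 54.05 to 70.00 for permeability, 97.3 to 132 for depolarization, 312 to 532 for S phase, 371 to 531 for G2/M phase, 90.04 to 142 for XBP1 targets, 139 to 185 for oxidative phosphorylation, 335 to 413 for glycolysis.

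With an estimated correlation, none of the 15 lists called by camera was called. Mean log2 fold changes were 0.13 for permeability, 0.69 for S phase, 1.15 for G2/M phase, 0.16 for XBP1 targets, 0.41 for oxidative phosphorylation and 0.19 for glycolysis, which this setting does not move. With fry, S phase and XBP1 targets were no longer called, and depolarization (0.090) was. The cause was not tested. Over the fits that left out one library, the mean log2 fold changes were 0.031 to 0.11 for intrinsic apoptosis, 0.10 to 0.16 for permeability, 0.072 to 0.12 for depolarization, 0.56 to 0.92 for S phase, 0.99 to 1.35 for G2/M phase, 0.10 to 0.22 for XBP1 targets, 0.37 to 0.48 for oxidative phosphorylation, 0.16 to 0.22 for glycolysis. Without control replicate 3, control replicate 4 or MitolΔ/Δ replicate 1, permeability was no longer called by camera, at 0.10, 0.12 and 0.11.

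The share of the sum of squares between the groups kept its exact permutation test under every alternative set for it, from 32.9% to 55.4%. By that test, its p was 0.0286 with each library left out too. Over the 250 named genes, no alternative reversed a change past the threshold. In all, 343 of the comparisons of a named gene with an alternative lost the call and 57 gained it, against 3831 that did neither. For list tests these numbers were 34, 6 and 272, and for scores, at an unadjusted p, 9, 1 and 302. Of the 302, 192 came from fits that left out one library, which leave no call of a score to judge. Those 192 therefore say nothing about the stability of a call. Among named genes, DESeq2 called 16 further genes and lost 1.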

Differences from the paper's values

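None of the 34 group means in the paper's source data, over 17 scores and genes, was far from the value here. The values here differed from the paper's by -2.76% to 0.204%.

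The paper marks the intrinsic apoptosis score of Fig. 3D as different between the groups. Its methods name Welch's t test for scores and its legend the Wald test. Neither was run on the score here. The source data of Fig. 3D also hold an ER stress score. Its gene list was not available, so that score was not tested here. By the 2-sided exact permutation test it had an unadjusted p over 0.05 (p = 0.0857), and it ranged from 0.0571 to 0.314 over the alternatives set before the data were examined that kept the 8 libraries.

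Fig. 3F,I marks Sec61b, Atf6, Bax, Bak1 and Gsk3a as higher. Their adjusted p-values with edgeR were 0.0684, 0.115, 0.0972, 0.105 and 0.0565. DESeq2, the paper's tool, called Sec61b, Bax and Gsk3a, with adjusted p-values of 0.0271, 0.0488 and 0.0193, and not Atf6 (0.0622) or Bak1 (0.0529). Sec61b was also called with the replicate number as a block and without control replicate 1 or MitolΔ/Δ replicate 4, Bak1 without control replicate 1, and Gsk3a with a minimum of 10 counts in every library or without MitolΔ/Δ replicate 4. At an unadjusted p-value, all 14 genes of these panels were past the threshold with edgeR. Fig. EV3E marks Atg7 as lower, which edgeR did not call (adjusted p = 0.0557) and DESeq2 did (0.0314), as did library totals, upper-quartile scaling and a minimum of 10 counts in every library. Figs. EV2C,D, EV5B and EV5D show lists of changed genes. Of the 21, 52 and 20 genes shown there (for Fig. EV5B, those shown as higher), 13, 36 and 11 were past the threshold with edgeR, 19, 50 and 17 with DESeq2, and 21, 52 and 19 at an unadjusted p-value with edgeR.

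The paper reports no change in glycolysis genes (Fig. EV3A). The list used here, which is not the paper's, was higher, with a mean log2 fold change of 0.19 (camera, adjusted p = 0.00866), while the Reactome list was not called (adjusted p = 0.155).

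The paper shows interferon and NF-κB lists as higher in Fig. EV5C. The lists here, again not the paper's, were not called by camera, with mean log2 fold changes of -0.028 and 0.35 (camera, adjusted p = 0.676 and 0.152). Reactome's interferon gamma list was lower, with a mean log2 fold change of -0.13 over 72 genes (camera, adjusted p = 0.0287), but fry did not call it (adjusted p = 0.133). That of interferon alpha and beta had one of -0.032 over 12 genes and was not called (camera, adjusted p = 0.867). Without MitolΔ/Δ replicate 1 or 2, camera called the NF-κB list. The label Nfkba1 of Fig. EV5D names no gene of the table, and neither Nfkbia nor Nfkb1 was past the threshold (adjusted p = 0.344 and 0.292 by edgeR, 0.286 and 0.235 by DESeq2).

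The paper states that genes of T-cell differentiation were higher. The T-cell list here, which is not the paper's, had a mean log2 fold change of -0.13 (camera, adjusted p = 0.785). Its score had an exact permutation p of 0.143.

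By qPCR (Fig. EV3F) the paper shows Marchf5 as lost in MitolΔ/Δ HSCs. Its total count here had a log2 fold change of -0.15 (edgeR, adjusted p = 0.498), and over the alternatives that kept the 8 libraries the adjusted p ran from 0.328 to 0.628.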

Other observations

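The tests on the splits of list calls, library size and matched lists were set before their results were seen, and the others here after.

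In 1 of the 35 splits of the 8 libraries into 4 and 4, the real one, 1386 genes were past the threshold, and the most in any other split was 1. At an unadjusted p-value under 0.05, the most in another split was 3158. After every library was thinned to 7214935 counts, 1346 genes were past the threshold, of which 1261 were the same genes, so library size does not account for the number. The calls on lists stand differently. At least 15 lists were called by camera in 2 of the 35 splits and at least 337 Reactome lists in 4, the real split included. Each other split among these exchanged 1 library of each group, so it kept part of the real grouping. The comparison therefore cannot decide whether the number of lists called sets the groups apart.

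The 8 libraries did not show the loss of Marchf5 in its total count, with a log2 fold change of -0.15. A deleted and a control library exchanged by mistake is argued against by the 16 splits that exchange one library of each group, which gave at most 1 gene past the threshold. Reads from exons outside the deleted part cannot be told apart from undeleted transcripts, since the table holds no exon counts.

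For oxidative phosphorylation, 63 of 78 genes had a transcript length and GC content. Their mean log2 fold change was 0.42, and 0% of 10000 random lists matched on length, GC content and expression reached it. For ribosomal proteins, 50.5% did, at a mean log2 fold change of 0.15, so a trend with these properties could account for the rise of that list.

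Long-term HSC genes were lower in MitolΔ/Δ HSCs. A lower share of HSCs would raise all lineage lists only if cells of every lineage took their place, which was not tested. The megakaryocyte list had a mean log2 fold change of -0.23 (camera, adjusted p = 0.0298; fry, 0.0422) and the B-cell list one of -0.73 (0.0298 and 0.0422), against 0.71 for the erythroid list, 0.26 for the myeloid and -0.13 for the T-cell list, of which camera called only the erythroid. With each library left out in turn, the erythroid list ran from 0.49 to 1.04 and the T-cell list from -0.13 to -0.041. The myeloid list ran from -0.17 to 0.34, so its direction was not stable. The fall of the megakaryocyte list was no longer called by camera without control replicate 4, MitolΔ/Δ replicate 1 or MitolΔ/Δ replicate 2, or with an estimated correlation, and the list shares 4 genes with the long-term HSC list. That of the B-cell list rests on 7 genes, and was no longer called without MitolΔ/Δ replicate 1 or 4 or with an estimated correlation. With each library left out in turn, both lists stayed lower, at -0.31 to -0.14 for megakaryocyte and -0.82 to -0.53 for B-cell genes. A lower share of HSCs still cannot be told apart from a change of the HSCs themselves. Neither fall was called in every fit, and which cells would replace HSCs is not known. A change of the HSCs was not tested.

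In MitolΔ/Δ replicate 3, Slc4a1 had 1387 normalized counts against at most 13.2 in the other 7 libraries, and Hbb-bs had 1048 against at most 19.7. Of the list's 8 genes, Car2, Alas2 and Hbb-bt were also expressed in the other libraries. Alas2 had 219.7 in this library against 122 to 211 in the others, and the globin gene Hbb-bt had 1432 against 144 to 1408. RNA from red cells cannot be told apart from expression in the sorted cells, because one library shows the pattern. Without this library, 520 genes were past the threshold.

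The 7 tested genes between Dlk1 and Mirg, on chromosome 12 of GRCm39 from 109418749 to 109715898, differed between libraries with a median SD of 2.14 on the log2 scale. Library size or composition is argued against by the 17 tested genes within 1 Mb, with a median SD of 0.38. Meg3 had 101.7, 551, 2982 and 5074 normalized counts in MitolΔ/Δ replicates 1 to 4, and between 375 and 742 in controls. Meg3 and its neighbours were chosen after their values were seen. The condition does not explain the spread among MitolΔ/Δ libraries, and no biological explanation was tested.

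Rpsa-ps10, which Fig. EV1C lists as lower, had 2147 and 1926 normalized counts in control replicates 1 and 2, 32.03 and 1.80 in control replicates 3 and 4, and at most 12.5 in MitolΔ/Δ HSCs (2-sided exact permutation test, p = 0.143). Reads shared with Rpsa at a fixed share are argued against, since the highest count of Rpsa was 1.35 times its lowest. A strain variant stays open and was not tested.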
